# Cross-tissue coordination between SLC nucleoside transporters regulates reproduction in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1011425

**Published:** 2025-05-30

**Authors:** Youchen Guan, Yong Yu, Shihong M. Gao, Lang Ding, Qian Zhao, Meng C. Wang

## Abstract

Metabolism is fundamental to organism physiology and pathology. From the intricate network of metabolic reactions, diverse chemical molecules, collectively termed metabolites, are produced. In multicellular organisms, metabolite communication between different tissues is vital for maintaining homeostasis and adaptation. However, the molecular mechanisms mediating these metabolite communications remain poorly understood. Here, we focus on nucleosides and nucleotides, essential metabolites involved in multiple cellular processes, and report the pivotal role of the SLC29A family of transporters in mediating nucleoside coordination between the soma and the germline. Through genetic analysis, we discovered that two *Caenorhabditis elegans* homologs of SLC29A transporters, Equilibrative Nucleoside Transporter ENT-1 and ENT-2, act in the germline and the intestine, respectively, to regulate reproduction. Their knockdown synergistically results in sterility. Further single-cell transcriptomic and targeted metabolomic profiling revealed that the ENT double knockdown specifically affects genes in the purine biosynthesis pathway and reduces the ratio of guanosine to adenosine levels. Importantly, guanosine supplementation into the body cavity/pseudocoelom through microinjection rescued the sterility caused by the ENT double knockdown, whereas adenosine microinjection had no effect. Together, these studies support guanosine as a rate-limiting factor in the control of reproduction, uncover the previously unknown nucleoside/nucleotide communication between the soma and the germline essential for reproductive success, and highlight the significance of SLC-mediated cell-nonautonomous metabolite coordination in regulating organism physiology.

## Author summary

Metabolism is essential for life, involving a complex network of chemical reactions that requires a well-organized system to maintain efficiency. This includes the optimal allocation of resources and the dynamic exchange of metabolic products between various compartments within an organism. Solute carriers (SLCs) are the largest family of transporters for metabolic products across the animal kingdom. In our research, we investigated how specific SLC transporters collaborate to move key metabolic products between different tissues. We identified two SLC transporters, Equilibrative Nucleoside Transporter ENT-1 and ENT-2, which are vital for transporting guanosine, a purine nucleoside, to support successful reproduction in the nematode *Caenorhabditis elegans*. We discovered that ENT-2 acts in the gut to export guanosine to the surrounding body cavity, while ENT-1 functions in the germline to import guanosine from the body cavity. When both transporters are disrupted, the animals experience significant reproductive defects. Our study underscores the importance of coordinated activity between SLC transporters in different tissues to maintain organism health. A breakdown in this communication can result in metabolic imbalances and physiological dysfunction.

## Introduction

In multicellular eukaryotic organisms, a complex network of small metabolites, encompassing amino acids, glucose, lipids, and nucleotides/nucleosides, serves as the foundational framework for cellular homeostasis. Perturbations in this intricate metabolic network have been linked to various chronic diseases such as diabetes, cancers, and neurodegenerative disorders [1–3]. In particular, nucleosides and nucleotides are essential for DNA replication and RNA synthesis to enable cell growth and division. Imbalances in nucleotide species can disrupt genome stability, mitochondrial activity, cell proliferation, muscle integrity, germline maintenance, and organism development [4–7].

The synthesis of DNA and RNA precursors, nucleotides, primarily involves *de novo* and salvage pathways. In the *de novo* pathway, nucleotides are synthesized from various substrates such as amino acids, PPRP (Phosphoribosyl pyrophosphate), and tetrahydrofolate [8], through a series of enzymatic steps. On the other hand, the salvage pathway, known for its higher energy efficiency, directly produces nucleotides from free purine/pyrimidine nucleobases and nucleosides. While nucleobases and nucleosides are preferentially salvaged within the cell, their uptake from the extracellular space also plays a crucial role in regulating nucleotide balance, especially in tissues with high demand. In *C. elegans,* the germline, which carries cells undergoing rapid proliferation and division, requires a large amount of nucleotide synthesis. We recently found that the mitochondrial GTP but not ATP level in the germline regulates reproductive activities during aging, which is coupled with bacterial inputs from the intestine [9].

Solute carrier (SLC) transporters are one of the two major transporter superfamilies responsible for the transport of a diverse range of small molecules across the plasma membrane and subcellular organelle membranes. These transporters are essential for cellular homeostasis, regulating the uptake and efflux of various vital nutrients such as glucose, amino acids, fatty acids, vitamins, and ions [10]. They also play a significant role in whole-body physiology, as many are expressed in a tissue-specific manner [11]. Equilibrative Nucleoside Transporter (ENT) family are encoded by SLC29 family genes, and mediate the sodium independent transportation of different nucleobases and nucleosides across membranes [12,13]. Despite the relatively well-studied role of ENT transporters in the cell-autonomous regulation of nucleosides, understanding whether and how they coordinate to mediate nucleoside transport across tissues remains limited. In this work, we found that *C. elegans* ENT-1 and ENT-2 transporters control nucleoside transport between the soma and the germline. Specifically, ENT-2 transports nucleosides from the intestine to the body cavity/pseudocoelom, while ENT-1 facilitates their transportation from the pseudocoelom to the germline. Their synergistic action is essential for reproduction. Moreover, our studies suggest the substrate specificity of ENT-1/2 towards guanosine, through the integration of single-cell transcriptomic profiling, targeted metabolomic profiling, and chemical screening. These findings serve as an example of SLC transporters functioning in different tissues to coordinate the cell non-autonomous communication of vital metabolites, thereby supporting organism physiology.

## Results

### ENT-1 and ENT-2 work together to regulate reproduction

In humans, four ENT members exhibit varying tissue abundance and subcellular distribution [12]. *C. elegans* possesses seven ENT family members: ENT-1 to ENT-7. Despite significant separation in the phylogenetic tree and limited amino acid sequence similarity between *C. elegans* ENTs and human ENTs (Fig 1A), the predicted protein structures of ceENTs based on AlphaFold2 are highly conserved with human ENT1 (Fig 1B) [14]. Among *C. elegans* ENTs, ENT-6 appears relatively divergent from others, while ENT-4, ENT-5, and ENT-7 are relatively close to each other (Fig 1A). ENT-1 and ENT-2 exhibit a notably close relationship (Fig 1A) and share 84% identity in coding exonic nucleotide sequences and 94% in amino acid sequences [15], which has been previously suggested to result from a relatively recent gene duplication event [16].

**Fig 1:**
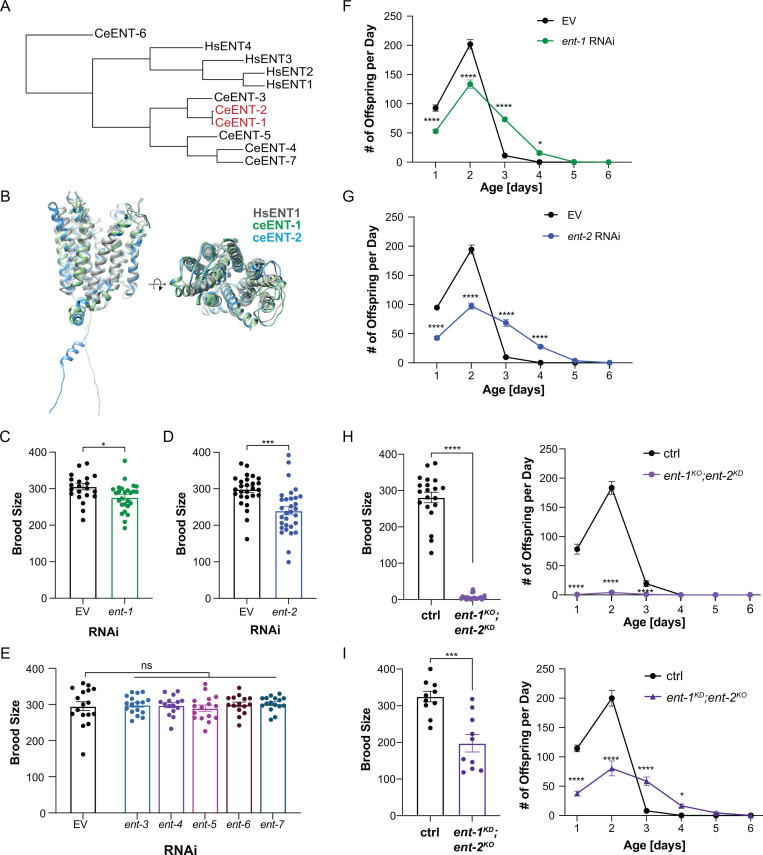
Specific ENT transporters regulate reproduction. (**A**) Phylogenetic analyses of human and *C. elegans* ENTs using protein sequences obtained from Uniprot. **(B)** Comparison between human ENT1 structure [14], and *C. elegans* ENT-1 (ceENT-1) and ENT-2 (ceENT-1) structures predicted by AlphaFold2. **(C)** RNA inference (RNAi) knockdown of *ent-1* reduces brood size by 9.8% compared to the empty vector (EV) control. *n* = 22 (EV), n = 26 (*ent-1* RNAi). **(D)** RNAi knockdown of *ent-2* reduces brood size by 19.8% compared to the EV control. *n* = 28 (EV), n = 31(*ent-2* RNAi). **(E)** RNAi knockdown of *ent-3*, *ent-4*, *ent-5*, *ent-6,* or *ent-7* does not affect brood size compared to the EV control. *n* = 17 (EV), n = 17 (*ent-3* RNAi), n = 15 (*ent-4* RNAi), n = 16 (*ent-5* RNAi), n = 15 (*ent-6* RNAi), n = 16 (*ent-7* RNAi). **(F)** RNAi knockdown of *ent-1* alters the daily progeny number compared to the EV control. *n* = 22 (EV), n = 26 (*ent-1* RNAi). **(G)** RNAi knockdown of *ent-2* alters the daily progeny number compared to the EV control. *n* = 28 (EV), n = 31(*ent-2* RNAi). **(H)** The *ent-1* knockout (*ent-1*^*KO*^) mutant with *ent-2* RNAi knockdown (*ent-2*^*KD*^) largely reduces the brood size and daily progeny number, compared to the control. *n* = 20 (ctrl), n = 22 (*ent-1*^*KO*^*; ent-2*^*KD*^). **(I)** The *ent-2* knockout (*ent-2*^*KO*^) mutant with *ent-1* RNAi knockdown (*ent-1*^*KD*^) reduces the brood size and daily progeny number, compared to the control. *n* = 10 (ctrl), n = 10 (*ent-2*^*KO*^*; ent1*^*KD*^). RNAi condition: HT115 *E. coli* (**C-G**); Statistics: *p < 0.05; **p < 0.01, ***p < 0.001, ****p < 0.0001, ns: *p > 0.05.* Student’s t-test (unpaired, two-tailed) was applied for **C-D**, and the brood size graphs in **H, I.** One-way ANOVA with Holm–Sidak correction for **E**. Two-way ANOVA with Bonferroni’s post hoc test for **F-G**, and the daily progeny graphs **H, I**. Data shown as mean ± S.E.M., and performed with three independent biological replicates in **C, D, F, G** and **H**, and two independent biological replicates in **E** and **I**. The “n” values indicate the total number of animals across all replicates.

In *C. elegans* adulthood, only germline cells continue to undergo proliferation and division. To investigate whether successful reproduction depends on nucleoside transport from other tissues into the germline, we examined reproduction in worms where ENTs were knocked down by RNA interference (RNAi). We found that RNAi knockdown of either *ent-1* or *ent-2* but not other *ents* reduces the total progeny number, by 9.8% and 19.8%, respectively. (Fig 1C–1E). RNAi knockdown of either *ent-1* or *ent-2* reduced the number of progenies in the first two days of the reproductive period, and delayed the rate of egg-laying, leading to an extension in the duration of the reproductive process (reproductive lifespan) (Fig 1F and 1G).

Our previous studies revealed that *C. elegans* exhibits different reproductive strategies when exposed to different types of bacteria [9,17]. Specifically, wild-type worms grown on OP50 *E. coli* have extended reproductive lifespan, in comparison with those grown on HT115 *E. coli,* which is commonly used for RNAi. We thus examined the effect of *ent-1* and *ent-2* RNAi knockdown on reproduction in the background of OP50 *E. coli*. We observed a similar extension of reproductive lifespan, however, the reduction in the total progeny number of *ent-1* OP50 RNAi did not reach significance (S1A and S1B Fig).

Next, to confirm the result of RNAi inactivation, we utilized the CRISPR-Cas9 technique [18] to generate knockout mutant strains for both *ent-1* (*ent-1*^*KO*^) and *ent-2* (*ent-2*^*KO*^) (S1C Fig). We found that in the background of either OP50 or HT115 *E. coli*, the reproductive pattern of the *ent-1*^*KO*^ mutant is indistinguishable from WT, while the *ent-2*^*KO*^ mutant slightly increased the progeny number on the third day of the reproductive period (S1D–S1G Figs). Further RT-qPCR analysis revealed elevated *ent-2* mRNA levels in the *ent-1* KO mutant, and increased *ent-1* mRNA levels in the *ent-2* KO mutant (S1H and S1I Fig), which suggests that the loss of one transporter leads to the compensatory induction of the other one. In supporting this idea, we found that the double mutant of *ent-1* ^*KO*^ and *ent-2* ^*KO*^ exhibited complete sterility with developmental delay and vulva protrusion, which is consistent with previous observations [15]. We also knocked down *ent-2* by RNAi in the *ent-1* knockout mutant (*ent-1*^*KO*^*;ent-2*^*KD*^) or knocked down *ent-1* by RNAi in the *ent-2* knockout mutant (*ent-1*^*KO*^*;ent-2*^*KD*^), referred to as double loss-of-function models. We found that under both conditions, the brood size is largely reduced (Fig 1H and 1I). The phenotype associated with *ent-1*^*KO*^*;ent-2*^*KD*^ is much stronger, close to being sterile (Figs 1H, S2A). These results suggest that ENT-1 and ENT-2 transporters function together to regulate reproduction.

In addition, we measured brood sizes in the loss-of-function mutants of *ent-3 (ok945)*, *ent-4(ok2161)*, *ent-6 (syb7180)*, and *ent-7 (ok1238)* (*ent-5* mutant is currently unavailable). We found that the *ent-4* mutant has a reduced brood size compared to WT (S1J Fig). Interestingly, prior research revealed that ENT-4 is specifically localized at the apical membrane of intestinal cells [19], indicating its potential role in mediating the intestinal uptake of nucleosides from the diet.

### Germline ENT-1 and intestinal ENT-2 coordinate to regulate reproduction

To identify the functional tissues where these two ENTs act to regulate reproduction, we first examined their expression patterns. We generated two CRISPR knock-in lines in which endogenous ENT-1 and ENT-2 are tagged with mNeonGreen and wrmscarlet at the C-terminus, respectively (S2B Fig and S2C Fig). Using these lines, we revealed that ENT-1 is expressed in the germline and intestine, and ENT-2 is expressed in gonadal sheath cells and the intestine (Figs 2A, 2B and S2D, S2E Figs). Furthermore, we examined whether the loss of one transporter leads to the compensatory induction of the other at the protein level by generating and imaging *ent-1::mNeonGreen; ent-2*^*KO*^ and *ent-2::wrmScarlet; ent-1*^*KO*^ strains. The results showed that ENT-1 protein levels are upregulated in both the intestine and germline in the *ent-2*^*KO*^ mutant, and ENT-2 levels are increased in both the intestine and somatic gonad in the *ent-1*^*KO*^ mutant (S2F Fig and S2G Fig).

**Fig 2:**
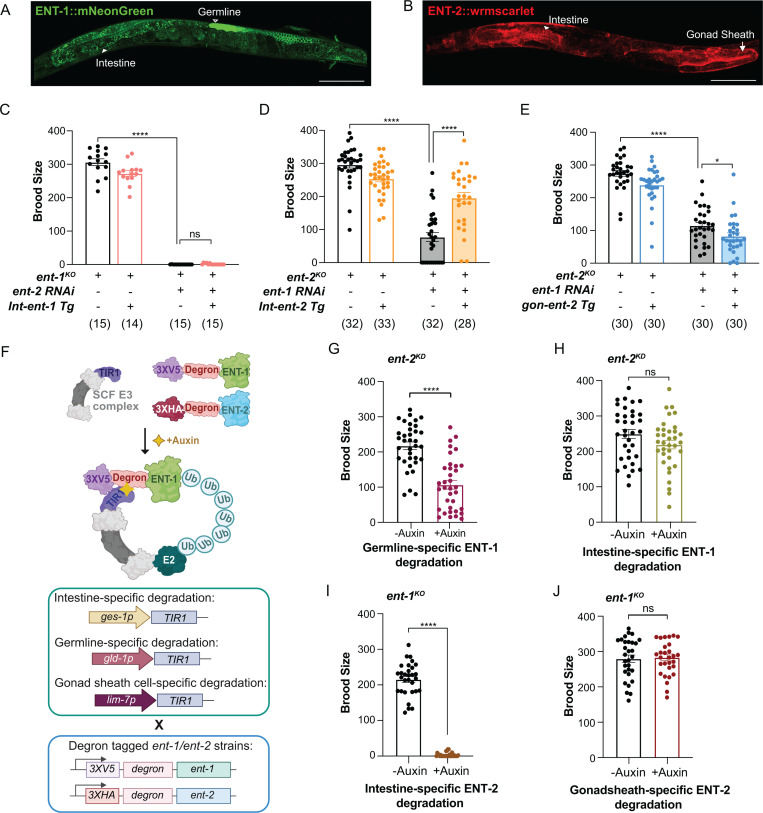
Germline ENT-1 and intestinal ENT-2 cooperate in regulating reproduction. **(A) (B)** The expression patterns of endogenously labeled ENT-1::mNeonGreen and ENT-2::wrmscarlet visualized in their CRISPR knock-in strains. Scale bar: 100 µm. White arrowheads indicate intestine; hollow white arrowhead indicates germline, and white arrows designate gonadal sheath cells. **(C)** Intestine-specific restoration of *ent-1* expression does not rescue the reduced brood size in the *ent-1*^*KO*^ mutant with *ent-2* RNAi knockdown. **(D)** Intestine-specific restoration of *ent-2* expression rescues the reduced brood size in the *ent-2*^*KO*^ mutant with *ent-1* RNAi knockdown. **(E)** Restoration of *ent-2* expression in somatic gonadal sheath cells does not rescue the reduced brood size in the *ent-2*^*KO*^ mutant with *ent-1* RNAi knockdown. **(F)** Illustration of auxin-induced degradation of endogenous ENT-1 tagged with 3XV5 tag and degron and ENT-2 tagged with 3XHA tag and degron in the intestine (*ges-1 promoter*), in the germline (*gld-1 promoter*) and gonadal sheath cell (*lim-7 promoter*). **(G)** Auxin-induced germline-specific degradation of ENT-1 together with *ent-2* RNAi knockdown reduces the brood size. *n* = 23 (-Auxin), n = 23 (+Auxin). **(H)** Auxin-induced intestine-specific degradation of ENT-1 together with *ent-2* RNAi knockdown does not reduce the brood size. *n* = 23 (-Auxin), n = 23 (+Auxin). **(I)** Auxin-induced intestine-specific degradation of ENT-2 in the *ent-1*^*KO*^ mutant decreases the brood size. *n* = 30 (-Auxin), n = 30 (+Auxin). **(J)** Auxin-induced intestine-specific degradation of ENT-2 in the *ent-1*^*KO*^ mutant does not affect the brood size. *n* = 30 (-Auxin), n = 30 (+Auxin). RNAi condition: HT115 *E. coli* (**C**, **D**, **E, G, H**). Statistic: *p < 0.05; **p < 0.01, ***p < 0.001, ****p < 0.0001, ns *p > 0.05.* Two-way ANOVA with Bonferroni’s post hoc test for **C-E.** Student’s t-test (unpaired, two-tailed) between the control group and experimental group was applied for the brood size graphs shown in **G, H, I**, **J**. Data are presented as mean ± S.E.M. from at least three independent biological replicates, each with around 5–10 animals. The “n” values represent the total number of animals across replicates.

Next, to investigate the tissue-specific roles of *ent-1* and *ent-2* in their coordinative regulation of reproduction, we restored the expression of either *ent-1* or *ent-2* specifically in the intestine of the *ent-1*^*KO*^ or *ent-2* ^*KO*^ mutant, and then performed RNAi knock down of either *ent-2* or *ent-1*, respectively. We found that the intestine-specific restoration of *ent-2*, but not *ent-1,* increases the brood size in the worms with both *ent-1* and *ent-2* knockdown (Fig 2C, 2D). In parallel, we restored the expression of *ent-2* specifically in gonadal sheath cells of the *ent-2* ^*KO*^ mutant and knocked down *ent-1* by RNAi. We found this restoration does not rescue the reduction in the brood size (Fig 2E). We also attempted to restore the expression of *ent-1* in the germline of the *ent-1* ^*KO*^ mutant but failed to obtain a stable line.

We thus applied an auxin-inducible degradation (AID) system [20] to deplete ENT-1 proteins selectively in the germline. The AID system utilized a plant-specific F-box protein that recognizes degron-tagged substrates upon auxin binding and induces their degradation by the proteasome (Fig 2F). We generated a CRISPR knock-in line in which endogenous ENT-1 is tagged with degron and V5 tag at the N-terminus (S2H Fig), and subsequently crossed this line with TIR1 tissue-specific expressing lines, germline (*gld-1p::TIR1::mRuby*) and intestine (*ges-1p::TIR1::mRuby*) (Fig 2F). In these crossed lines, the auxin treatment resulted in selective degradation of ENT-1 in the germline or intestine (S2J Fig). With RNAi knockdown of *ent-2,* we observed that auxin-induced germline-specific depletion of ENT-1 resulted in a 2-fold reduction in brood size compared to the control without the auxin treatment (Fig 2G). In contrast, the intestine-specific depletion of ENT-1 did not reduce the brood size compared to the control (Fig 2H), which is consistent with the result using the intestine-specific rescuing strain (Fig 2C).

We have also generated the degron-tagged *ent-2* CRISPR knock-in line and crossed it with the *ent-1*^*KO*^ mutant (S2I Fig). This strain was further crossed with the *TIR1* tissue-specific expressing lines, gonadal sheath cell (*lim-7p::TIR1::mRuby*) and intestine (*ges-1p::TIR1::mRuby*) (Fig 2F). In these crossed lines, the treatment of auxin induces specific degradation of ENT-2 either in the gonadal sheath cells or intestine (S2K Fig). Consistent with the findings using tissue-specific rescuing strains, we found that the depletion of *ent-2* specifically in the intestine led to a largely reduced brood size (Fig 2I), while the depletion in gonadal sheath cells does not affect brood size (Fig 2J), when compared to the controls. Together, these results demonstrated that ENT-1 and ENT-2 function in the germline and intestine, respectively to regulate reproduction in a coordinated manner.

Notably, tagging AID to the N-terminus of ENT-1 and ENT-2 partially compromised their function, as shown by a mildly reduced brood size (~200 vs. ~ 300 in WT) in AID-tagged strains under the mutant background of the other *ent* gene without the Auxin treatment (Fig 2G, 2I). This occurred despite we included a linker between the degron sequence and ENT-1/2. We also attempted C-terminal AID tagging for both transporters and observed even greater functional disruption in these strains, characterized by developmental delays and sterility, resembling the phenotypes of the complete double knockout mutant. While previous studies [20] demonstrated that TIR1 expression and auxin treatment generally do not affect viability, fertility, or development, and the degron sequence is relatively small (44 amino acids) as a tag, our findings emphasize the importance of degron-tagging site selection for transmembrane transporters *in vivo*. 

### snRNA-seq profiling reveals the effect of ENTs on purine metabolism

Following our identification of the synergistic effect between ENT-1 and ENT-2 and their tissue-specificity, we next sought to understand how they coordinate the intestine and the germline to regulate reproduction. To this end, we conducted single-nucleus RNA sequencing (snRNA-seq) analysis and profiled cell type-specific transcriptomic changes in the *ent-1*^*KO*^, *ent-2*^*KO*^, and *ent-1*^*KO*^*;ent-2*^*KD*^ worms. 

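One library of nuclei was sequenced for each of 4 conditions. Control worms (ctrl) were the N2 wild type grown on HT115 bacteria with the empty L4440 vector, and the *ent-1* KO and *ent-2* KO single knockouts were grown on the same bacteria. The *ent-1* KO*;ent-2* KD worms carried the *ent-1* knockout and were fed HT115 bacteria that express double-stranded RNA against *ent-2*. The values are raw counts of unique molecular identifiers (UMIs), which tag single transcript molecules, per gene and nucleus. The ctrl library held 21009254 UMIs over 11666 nucleus barcodes, with a median of 1414 UMIs per barcode. The *ent-1* KO library held 32714922 UMIs over 14935 barcodes (median 1758), the *ent-2* KO library 26390135 over 12425 (median 1709), and the *ent-1* KO*;ent-2* KD library 32120382 over 13121 (median 1871). With 1 library per condition, the variation between worm cultures cannot be estimated and no test between conditions is possible. The 95% intervals in parentheses, exact Poisson for counts and exact binomial (Clopper-Pearson) for shares, cover counting error only.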

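The targeted genes were examined first, over all nuclei kept, in CPM (percent of the UMIs of the group, times 10000). *ent-1* (WBGene00001320) lies on chromosome IV of build WBcel235 from 11653417 to 11655470 on the minus strand. It was counted at 140.0 CPM (135–145) in ctrl, 142.3 CPM (137–147) in *ent-2* KO, 16.9 CPM (15.4–18.5) in *ent-1* KO and 14.5 CPM (13.1–16.0) in *ent-1* KO*;ent-2* KD. With 0.5 UMIs added to each count, its log2 ratio to ctrl was −3.05 (−3.19 to −2.91) in *ent-1* KO and −3.27 (−3.43 to −3.12) in *ent-1* KO*;ent-2* KD. *ent-2* (WBGene00010701) lies on chromosome X from 15601067 to 15603686 on the plus strand. It was counted at 26.4 CPM (24.1–28.8) in ctrl, 24.5 CPM (22.7–26.4) in *ent-1* KO, 9.46 CPM (8.25–10.8) in *ent-2* KO and 16.8 CPM (15.3–18.4) in *ent-1* KO*;ent-2* KD. Its log2 ratio to ctrl was −1.48 (−1.71 to −1.25) in *ent-2* KO and −0.65 (−0.84 to −0.46) in *ent-1* KO*;ent-2* KD. The ratio was −0.11 (−0.28 to 0.06) for *ent-2* in *ent-1* KO and 0.02 (−0.05 to 0.10) for *ent-1* in *ent-2* KO. By RT-qPCR on RNA of whole worms, the paper reports more mRNA of each gene in the knockout of the other. The pooled counts show no such rise, but RNA of nuclei and of whole worms are unlike measures. All of these counts pool tissues whose shares differ between libraries. In germline-like nuclei the *ent-1* ratio was −3.04 (−3.20 to −2.88) in *ent-1* KO and −2.64 (−2.84 to −2.44) in *ent-1* KO*;ent-2* KD, the reverse order, and over the 6 groups of nuclei compared the *ent-2* ratio of *ent-1* KO*;ent-2* KD ran from −1.55 (−2.65 to −0.35) in intestine-like to 0.32 (−0.23 to 0.90) in ribosomal-rich nuclei. A 3′ tag is counted whether or not the transcript carries a deletion elsewhere, so these values give transcript levels and not the extent of either deletion. The paper describes *ent-1* and *ent-2* as close copies in sequence. How many reads could come from either gene was not examined here.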

Approximately 3,000 worms were collected for each condition, and nuclei were isolated using fluorescence-activated cell sorting (FACS) and profiled using the 10X Genomics platform [21]. 

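The sorted nuclei were stained with Hoechst, a DNA dye, and gated as in the study cited for the protocol. Reads were counted by the authors with Cell Ranger on the WS282 annotation, and only barcodes that Cell Ranger called as nuclei were analysed here, none with fewer than 500 UMIs. Whether intronic reads were counted is not stated in the paper's text. A filter of at least 200 genes and under 10% of UMIs on mitochondrial genes removed 0 barcodes. The paper removed doublets with DoubletFinder by the guidelines of the instrument's maker, with no rate or threshold in its text. Here the nuclei with the highest Scrublet doublet scores were removed from each library, in number 0.8% of the library per 1000 nuclei, which took out 1089 nuclei of ctrl, 1784 of *ent-1* KO, 1235 of *ent-2* KO and 1377 of *ent-1* KO*;ent-2* KD. The libraries were log-normalized and joined in Seurat by canonical correlation analysis on 2000 variable genes and 30 dimensions, and Louvain clusters were taken at resolution 0.8. For expression, UMIs were summed over the nuclei of a class in each library, and log2 ratios of CPM to ctrl were taken. A gene entered a gene-list median when it had at least 20 CPM in 1 of the 2 libraries compared and at least 50 UMIs over both. The interval of a list median came from 1000 Poisson resamplings of the counts. Its percentile was taken among the medians of 10000 random lists of as many genes, matched on mean expression in 20 bins, and describes these libraries without testing the condition.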

Following pre-processing, cell filtering, and quality control, we obtained 56,992 single-nucleus transcriptome profiles, which were subsequently annotated into 14 distinct cell types (Fig 3A). 

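The 4 libraries hold 52147 barcodes, of which 46662 nuclei were kept. They comprised 10577 nuclei from ctrl, 13151 from *ent-1* KO, 11190 from *ent-2* KO and 11744 from *ent-1* KO*;ent-2* KD. Clustering gave 36 clusters. They were named from lists of tissue marker genes written before the data were examined, and the authors' SingleR reference was not used here. A cluster took the class whose markers had the highest median log2 ratio to the median cluster, if that median was at least 0.5 with at least 3 markers raised as far. Leading genes included *glh-1* and *prg-2* in germline-like clusters, *ttn-1* and *unc-89* in muscle-like clusters, *ida-1* in neuron-like clusters and *ssq-1* in sperm-like clusters. A further limit, set with the clusters in view, left unnamed any cluster with a ribosomal protein share of UMIs more than 1.5 times that of the median cluster. It applied to 4 clusters. The largest of them had 21.3% ribosomal protein UMIs, a median of 986 UMIs per nucleus and 1021 nuclei in ctrl, 2003 in *ent-1* KO, 757 in *ent-2* KO and 1669 in *ent-1* KO*;ent-2* KD. Its markers scored highest for the intestine, with 25 of 27 raised and *asp-6*, *asp-1* and *cpr-9* among its leading genes, so the limit decides which nuclei count as intestine. Shares may differ from the paper's because the names were rebuilt. The purine and pyrimidine medians of the intestine were therefore also computed without it.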

Analysis of cell composition across these conditions revealed a notable decrease in the proportion of germline cells and a higher proportion of somatic cells collected from the *ent-1*^*KO*^*;ent-2*^*KD*^ worms (Fig 3B), which is consistent with the reduced brood size.

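Germline-like nuclei made up 60.0% (59.0–60.9) of the nuclei in ctrl, 57.1% (56.2–57.9) in *ent-1* KO, 59.1% (58.1–60.0) in *ent-2* KO and 27.8% (27.0–28.6) in *ent-1* KO*;ent-2* KD. The alternative that moved the shares of *ent-1* KO*;ent-2* KD and *ent-2* KO most was clustering without integration, which gave 7.65% in *ent-1* KO*;ent-2* KD and 69.7% in *ent-2* KO, with 65.98% in ctrl and 55.3% in *ent-1* KO. The shares of ctrl and *ent-1* KO moved most, to 69.6% and 72.3%, when the largest ribosomal-rich cluster was counted as germline, an alternative chosen after the data were seen. Embryo-like nuclei fell from 8.71% in ctrl to 0.0937% in *ent-1* KO*;ent-2* KD, where 11 nuclei were found. Hypodermis-like nuclei made up 6.12% in ctrl and 19.4% (18.6–20.1) in *ent-1* KO*;ent-2* KD, muscle-like nuclei 2.74% and 9.89% (9.35–10.4), and neuron-like nuclei 3.76% and 7.79%. Intestine-like nuclei made up 1.99% (210 nuclei) in ctrl and 4.50% (528 nuclei) in *ent-1* KO*;ent-2* KD. The clusters left unnamed by the ribosomal protein limit held 11.1% of nuclei in ctrl, 16.8% in *ent-1* KO, 8.84% in *ent-2* KO and 16.8% in *ent-1* KO*;ent-2* KD. Without the limit, intestine-like nuclei made up 11.6% in ctrl, 17.7% in *ent-1* KO, 8.91% in *ent-2* KO and 18.7% in *ent-1* KO*;ent-2* KD, while the germline-like share was 60.6% in ctrl and 27.9% in *ent-1* KO*;ent-2* KD. The shares of a library sum to the whole, so a lower share of germline-like nuclei raises the shares of the other classes.

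**Figure D1:**
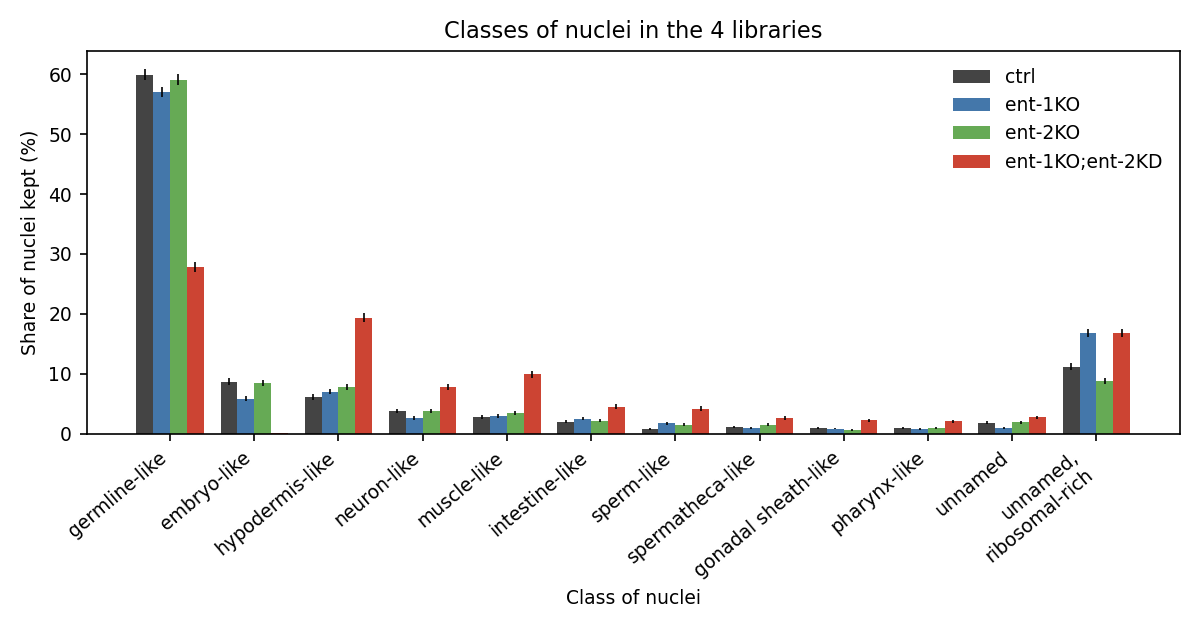
Share of nuclei in each class, in percent of the nuclei kept, for the 4 libraries, with 95% exact binomial intervals. The germline-like share lies between 57.1% and 60.0% in ctrl and the single knockouts and at 27.8% in *ent-1* KO*;ent-2* KD.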

**Fig 3:**
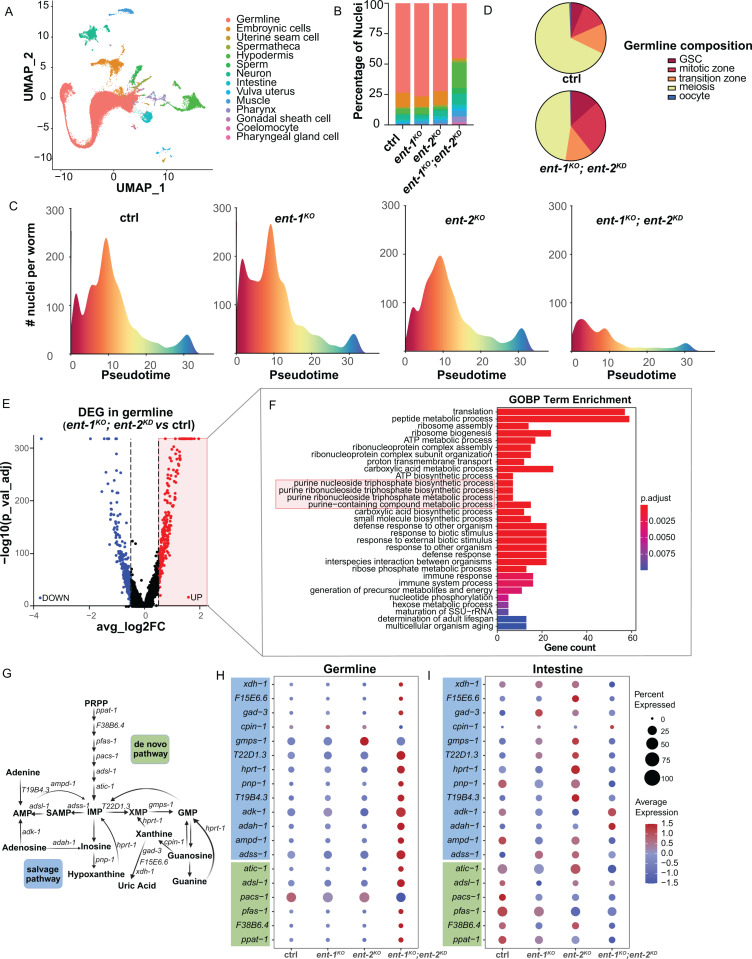
SnRNA-seq profiling reveals the regulation of purine metabolism by ENT-1/2. **(A)** The Uniform Manifold Approximation and Projection (UMAP) plot displays fourteen cell types in ctrl, *ent-1*^*KO*^, *ent-2*^*KO*^, and *ent-1*^*KO*^*; ent-2*^*KD*^ worms. **(B)** The percentage of different cell types in total captured cells shows decreased germline nuclei in *ent-1*^*KO*^*; ent-2*^*KD*^ worms. **(C)** Pseudotime density plots illustrate the distribution of germ cell nuclei across different pseudotime points for control, *ent-1*^*KO*^, *ent-2*^*KO*^, and *ent-1*^*KO*^*; ent-2*^*KD*^ worms. **(D)** The proportion of nuclei within various regions of the germline among total germline nuclei is compared between control and *ent-1*^*KO*^*; ent-2*^*KD*^ worms. **(E)** The Volcano plot shows differentially expressed genes in the germline when comparing *ent-1*^*KO*^*; ent-2*^*KD*^ worms vs. their controls. **(F)** Gene ontology (GO) enrichment analysis of the up-regulated genes in the germline of *ent-1*^*KO*^*; ent-2*^*KD*^ worms compared to their controls. The red box highlights GO terms involved in purine metabolism. **(G)** Schematic illustration of *C. elegans* homologous genes involved in purine metabolism, both *de novo* and salvage pathways, based on the previous study [6]. **(H, I)** Dot plots show the relative expression levels of genes associated with purine metabolism in the germline **(H)** and intestine **(I).** The size of the dots indicates the percentage of nuclei expressing the gene, and the color indicates the average expression level.

We further conducted germ cell pseudotime inference analysis [21], to examine changes in the germline composition. This analysis allowed us to construct a pseudotemporal order of germ cells (Fig 3C), where the x-axis signifies pseudotime denoting the progression from germline stem cells (GSCs) through mitotic cells and meiotic cells to mature oocytes. 

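Pseudotime was not rebuilt here, since the stages that anchor it come from cluster labels that are not used here. The germline-like nuclei were instead joined and clustered on their own, which gave 14 sub-clusters, and these were named from stage markers in the same way as the tissue clusters. Only sub-clusters 5 to 8 took a name, as oocyte-like, with 12 to 19 of 22 oocyte markers raised. No sub-cluster met the naming rule for the mitotic zone, the transition zone or meiosis, and at most 8 of 20 mitotic markers were raised in any of them. Oocyte-like nuclei made up 15.7% (14.8–16.6) of germline-like nuclei in ctrl, 18.9% (18.0–19.8) in *ent-1* KO, 21.2% (20.2–22.2) in *ent-2* KO and 14.6% (13.4–15.9) in *ent-1* KO*;ent-2* KD. Without integration the share was 12.9% in ctrl and 22.3% in *ent-1* KO*;ent-2* KD, which turns the order of these libraries around.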

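The stem cell pool of the *C. elegans* germline transcribes *sygl-1* and *lst-1*. To compare libraries of unequal depth, each germline-like nucleus was thinned at random to 500 UMIs, and 0 nuclei were too shallow for it. At least 1 UMI of either gene was then found in 8.03% (7.37–8.72) of germline-like nuclei in ctrl, 8.85% (8.22–9.51) in *ent-1* KO and 9.47% (8.78–10.2) in *ent-2* KO. The intervals of ctrl and *ent-1* KO overlap, and the interval of *ent-2* KO lies above that of ctrl. Before thinning the shares were 22.7%, 30.0% and 29.0%, at median depths of 1571, 2161 and 1904.5 UMIs. Muscle-like nuclei, which should lack both genes, gave 2.07% (0.763–4.45) in ctrl after thinning, at a median depth of 1832 UMIs before it, so free RNA accounts for part of each share. In *ent-2* KO they gave 2.89% (1.45–5.11). Hypodermis-like nuclei gave 2.62% there against 2.16% in ctrl and neuron-like nuclei 4.07% against 2.51%, while intestine-like nuclei went the other way, 3.33% against 4.29%. Free RNA could therefore make up part of the higher germline share in *ent-2* KO. The counts of both genes were not confined to a stem cell group: *sygl-1* reached its highest level, 494 CPM, in the oocyte-like sub-cluster 6. The share therefore measures transcripts of these genes among germline-like nuclei and not the number of stem cells.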

We found that the GSC number is increased in the *ent-1*^*KO*^ single mutant but decreased in the *ent-2*^*KO*^ single mutant (Fig 3C), suggesting distinctive alterations in germline homeostasis despite the absence of brood size changes in these single mutants. Moreover, in the *ent-1*^*KO*^*;ent-2*^*KD*^ worms, we observed an increased proportion of germ cells in proliferation stages, including GSC and those in the mitotic zone (Fig 3D). In contrast, the proportion of cells in the meiosis stage decreased (Fig 3D), while the transition zone remained unchanged. These results suggest a defect in germ cell differentiation associated with the loss of both ENT-1 and ENT-2.

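In *ent-1* KO*;ent-2* KD, 7.42% (6.54–8.37) of thinned germline-like nuclei had a UMI of *sygl-1* or *lst-1*, within the interval of ctrl, against 1.29% (0.725–2.12) of muscle-like nuclei, with median depths of 2176.5 and 2253 UMIs before thinning. Without thinning, the share in germline-like nuclei was 28.3% in *ent-1* KO*;ent-2* KD and 22.7% in ctrl, whose median depth was 1571 UMIs. The stem cell pool genes *sygl-1*, *lst-1* and *fbf-2* together were counted at 259 CPM (249.9–269) in ctrl, 267 CPM (259.8–275) in *ent-1* KO, 289.9 CPM (281–299) in *ent-2* KO and 200.2 CPM (191–209.9) in *ent-1* KO*;ent-2* KD. The 20 markers of the mitotic zone, which include these genes and replication genes such as *mcm-2* and *pcn-1*, were counted at 3387 CPM (3353–3421) in ctrl and 3948 CPM (3906–3990) in *ent-1* KO*;ent-2* KD. The single knockouts lay between them, at 3521 CPM in *ent-1* KO and 3612 CPM in *ent-2* KO. In muscle-like nuclei the same list fell from 735 CPM in ctrl to 479 CPM in *ent-1* KO*;ent-2* KD. The list does not single out mitotic nuclei, since its score was highest in the oocyte-like sub-clusters, from 0.23 to 0.37, and at most 0.02 in the others.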

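The 19 transition zone markers, among them *chk-2*, *sun-1* and *him-8*, were counted at 2643 CPM (2613–2673) in ctrl, 2529 CPM in *ent-1* KO, 2715 CPM in *ent-2* KO and 2058 CPM (2028–2088) in the germline-like nuclei of *ent-1* KO*;ent-2* KD. The meiosis markers, among them *gld-1* and *syp-1*, were counted at 3418 CPM (3384–3451) in ctrl, 3409 CPM in *ent-1* KO, 3541 CPM in *ent-2* KO and 3263 CPM (3225–3302) in *ent-1* KO*;ent-2* KD. The oocyte markers rose from 8259 CPM (8206–8311) in ctrl to 9188 CPM in *ent-1* KO, 9211 CPM in *ent-2* KO and 9974 CPM (9907–10040) in *ent-1* KO*;ent-2* KD. These levels are sums over all germline-like nuclei and do not count nuclei at a stage. From ctrl to *ent-1* KO*;ent-2* KD the transition zone list also fell from 595 to 356 CPM in muscle-like, 973 to 523 CPM in intestine-like and 1159 to 315 CPM in hypodermis-like nuclei. The meiosis list fell in these classes too, from 902 to 628 CPM in muscle-like nuclei. Less free RNA could therefore make up part of the falls in germline-like nuclei.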

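In the germline-like class, 11522006 UMIs from 6341 nuclei in ctrl were compared with 8665313 UMIs from 3262 nuclei in *ent-1* KO*;ent-2* KD. The *ent-1* KO library gave 18614467 UMIs from 7504 nuclei and the *ent-2* KO library 14595835 UMIs from 6608 nuclei. A Wilcoxon test that takes nuclei as replicates was not repeated, since all nuclei of a condition come from 1 library.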

We also performed the differential expressed gene (DEG) analysis to reveal molecular changes in the germline upon the loss of ENT-1 and ENT-2. 716 DEG genes were identified through the comparison between *ent-1*^*KO*^*;ent-2*^*KD*^ worms and their controls, with a significance cutoff of p adjust value < 0.05 and |log2FoldChange| > 0.5. Among these genes, 302 were upregulated, while 412 were downregulated (Fig 3E). 

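No count of changed genes is given here, because the spread between libraries of one condition is unknown. The log2 ratios of *ent-1* KO*;ent-2* KD to ctrl over the 6538 genes above the expression minimum had a median of 0.04, with the 5th percentile at −1.06, the 25th at −0.33, the 75th at 0.42 and the 95th at 1.09. For *ent-1* KO to ctrl, over 6310 genes, the 5th and 95th percentiles were −0.32 and 0.49, and for *ent-2* KO to ctrl, over 6215 genes, −0.29 and 0.31. The alternative that moved the *ent-1* KO*;ent-2* KD distribution most was the lower minimum of 10 UMIs over both libraries, with the 5th percentile at −1.90 and the 95th at 2.27.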

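Ranked by log2 ratio of *ent-1* KO*;ent-2* KD to ctrl among germline-like nuclei, the highest 5 genes were *B0334.6*, *dhs-26*, *C32H11.4*, *T22B7.7* and *flp-1*. *B0334.6* (chromosome II, 11510673 to 11513892) rose from 2 to 218 UMIs, a log2 ratio of 6.86 (5.31 to 10.23). The ratio was 5.79 (4.68 to 7.56) for *dhs-26*, 5.70 (4.87 to 6.84) for *C32H11.4*, 5.48 (4.88 to 6.24) for *T22B7.7* and 4.82 (4.47 to 5.22) for *flp-1*. Each of the last 4 had a higher CPM in at least 1 somatic class of *ent-1* KO*;ent-2* KD than in its germline-like nuclei. The neuropeptide gene *flp-1* was counted at 156 CPM in germline-like and 1672 CPM in neuron-like nuclei of *ent-1* KO*;ent-2* KD. In germline-like nuclei it was at 64.3 CPM in *ent-1* KO against 5.47 CPM in ctrl. In neuron-like nuclei it was higher in *ent-1* KO than in *ent-1* KO*;ent-2* KD, at 7577 CPM, against 348 CPM in ctrl. The lowest 5 were *clec-266* at −6.002 (−8.05 to −4.80; 383 and 4 UMIs), the noncoding RNA genes *C05D9.12* at −5.38 and *T04C12.21* at −3.56, *R11A5.3* at −3.40 and *cls-3* at −3.16. *clec-266* was among the 10 leading genes of all 3 embryo-like clusters, which held 11 nuclei of *ent-1* KO*;ent-2* KD. With free RNA of the library subtracted, *clec-266* and *R11A5.3* were left with too few UMIs for a ratio. *cls-3* was already lower in the single knockouts, at −1.77 in *ent-1* KO and −2.01 in *ent-2* KO.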

The Gene Ontology (GO) pathway analysis of the downregulated genes in the germline of the *ent-1*^*KO*^*;ent-2*^*KD*^ worms highlighted pathways associated with cell cycle, chromosome organization, and mRNA processing, which is likely resulted from the loss of differentiated germ cells in these worms (S3A Fig). 

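Gene Ontology annotation was not used here, and lists of genes written before the data were examined stood for the terms. In germline-like nuclei, the median log2 ratio of *ent-1* KO*;ent-2* KD to ctrl was −0.10 (−0.14 to −0.04) for 41 cell cycle genes, at percentile 13.4 of matched random lists, from *apc-10* at −1.14 to *wee-1.3* at 1.03. It was −0.05 (−0.08 to −0.01) for 44 chromosome organization genes, at percentile 23.9, from *hcp-3* at −1.38 to *mes-3* at 0.94. It was −0.01 (−0.05 to 0.02) for 46 mRNA processing genes, at percentile 41.5, from *rsp-1* at −0.74 to *cpsf-4* at 1.00. With free RNA of the library subtracted, these medians changed sign, to 0.02, 0.06 and 0.08. Against ctrl, the cell cycle median was 0.05 in *ent-1* KO and 0.11 in *ent-2* KO, the chromosome organization median −0.06 and 0.09, and the mRNA processing median −0.01 and 0.03.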

When analyzing the upregulated genes, we found that GO terms related to purine metabolism are overrepresented in the *ent-1*^*KO*^*;ent-2*^*KD*^ germline (Fig 3F).

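The 19 purine genes labelled in Fig 3H had a median log2 ratio of *ent-1* KO*;ent-2* KD to ctrl of 0.67 (0.53 to 0.72) in germline-like nuclei, over the 10 genes above the expression minimum, at percentile 99.9. Against ctrl, the median was −0.00 in *ent-1* KO and −0.11 in *ent-2* KO. Under the alternatives it ranged from 0.51, without integration, which moved it most, to 0.73, with the minimum at 10 UMIs. With free RNA of the library subtracted it was 0.54 over 8 genes. The subtraction left *adah-1* and *ampd-1* with 0 UMIs in both libraries, so all of their counts could be free RNA under that profile. With these genes kept, at ratios that hold only the added 0.5 UMIs, the median was 0.40. The minimum that drops them was set after this lower value was seen, and it favours the purine result. Other lists were raised as well. The median was 0.23 (0.22 to 0.25) for 78 translation genes (cytosolic ribosomal proteins), 0.42 (0.35 to 0.46) for 14 ATP synthase genes, and 0.74 (0.63 to 0.81) for 28 defense genes, from *clec-266* to *lys-2* at 2.66. The translation median changed sign, to −1.44, and the defense median, to −0.22 over the 8 genes left, when free RNA with the profile of the largest ribosomal-rich cluster was subtracted, an alternative chosen after the data were seen. Transcripts of somatic tissues (yolk, collagen and muscle genes), of which 19 were above the minimum, also rose, with a median of 0.42 (0.40 to 0.50), and the whole list took 0.931% of germline-like UMIs in ctrl and 1.302% in *ent-1* KO*;ent-2* KD.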

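All 19 labelled genes are annotated as protein-coding in build WBcel235. Of the *de novo* genes, *ppat-1* (WBGene00011407) lies on chromosome III from 4689280 to 4692171 and *pfas-1* (WBGene00008654) on the same chromosome from 4618801 to 4643310. *F38B6.4* (WBGene00018174) lies on chromosome X from 6674869 to 6679848 and *pacs-1* (WBGene00044077) on chromosome V from 9213754 to 9217258. *adsl-1* (WBGene00011064) lies on chromosome I from 7246904 to 7248689 and *atic-1* (WBGene00016957) on chromosome IV from 7882026 to 7900257. Of the salvage and related genes, those on chromosome IV are *xdh-1* (WBGene00010083, 14401114 to 14412894), *F15E6.6* (WBGene00017487, 4278825 to 4284120), *cpin-1* (WBGene00000775, 9450675 to 9453409), *T22D1.3* (WBGene00020682, 6913538 to 6917112), *pnp-1* (WBGene00019298, 292423 to 298304), *adk-1* (WBGene00011128, 11209309 to 11210831) and *adah-1* (WBGene00015551, 7024211 to 7028147). Those on chromosome I are *hprt-1* (WBGene00013690, 14657355 to 14661495) and *T19B4.3* (WBGene00020557, 5678638 to 5679862). On chromosome II lie *gmps-1* (WBGene00010912, 10863679 to 10868720) and *ampd-1* (WBGene00016415, 5203322 to 5209801), and on chromosome V *gad-3* (WBGene00015057, 9168393 to 9173005) and *adss-1* (WBGene00016509, 4818763 to 4823423).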

A series of purine metabolic genes in both *de novo* and salvage recycling pathways are conserved in *C. elegans* [6] (Fig 3G). 

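In germline-like nuclei, 17 of the 19 purine genes had a higher CPM in *ent-1* KO*;ent-2* KD than in ctrl, with the 95% interval of the log2 ratio above 0 for 15. Among the 10 genes above the expression minimum, *adah-1* had the highest log2 ratio, 1.17 (0.95 to 1.39), from 24.1 to 54.2 CPM, followed by *T19B4.3* at 0.93, *hprt-1* at 0.76, *adsl-1* at 0.73, *ampd-1* at 0.73, *T22D1.3* at 0.61, *adk-1* at 0.47, *adss-1* at 0.41 and *gmps-1* at 0.27. The 2 lower genes were *pacs-1*, at −0.13, and *cpin-1*, at −1.67 (−2.42 to −1.03) and below the minimum. The other *de novo* genes were below the minimum, with *ppat-1* at 1.14, *F38B6.4* at 0.79, *pfas-1* at 0.89 and *atic-1* at 1.24. Their CPM in germline-like nuclei of ctrl, 4.34 to 7.29, lay far under the 92.9 to 594 CPM of intestine-like nuclei, so free RNA from the intestine cannot be told apart from germline transcripts at this level. Over the 2 *de novo* genes above the minimum the germline median was 0.30 (0.21 to 0.39), at percentile 81.4, and over 8 salvage genes it was at percentile 99.7.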

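Intestine-like nuclei were fewer and their counts lower, with 387509 UMIs in ctrl and 1769291 in *ent-1* KO*;ent-2* KD, and the median log2 ratio of all genes above the minimum was −0.13. The 6 *de novo* genes had a median of −0.17 (−0.38 to 0.11), at percentile 37.8. By CPM 3 of them were lower in *ent-1* KO*;ent-2* KD and 3 higher. By log2 ratio, with 0.5 UMIs added, 4 were lower and 2 higher. *atic-1* was lower at −0.43 (−0.64 to −0.21), *pacs-1* at −0.40 (−0.96 to 0.23) and *adsl-1* at −0.34 (−1.12 to 0.59), while *F38B6.4* was at 0.10, *pfas-1* at 0.03 and *ppat-1*, with 167.7 CPM in ctrl and 167.9 CPM in *ent-1* KO*;ent-2* KD, at −0.01 (−0.39 to 0.41). The direction rests on which nuclei count as intestine. Without the ribosomal protein limit, set after the clusters were seen, the *de novo* median was 0.44, with *ppat-1* at 0.50, *F38B6.4* at 0.80, *pfas-1* at 0.71 and *atic-1* at 0.37, while *pacs-1*, at −0.92, and *adsl-1*, at −0.29, stayed lower. Of all 19 genes, 12 had a higher and 7 a lower CPM in *ent-1* KO*;ent-2* KD, while by log2 ratio 10 were higher and 9 lower. The median log2 ratio was 0.01 (−0.24 to 0.13) over the 18 above the minimum, and 12 salvage genes had a median of 0.07. That median of the 19 was 0.32 without the limit, −0.15 as a mean over nuclei of counts per 10000 UMIs, −0.21 with nuclei thinned to 500 UMIs and −0.03 with doublets kept. The interval lay above 0 for *gad-3* at 1.73 and *adah-1*, and below 0 for *ampd-1* at −1.07, *hprt-1* at −0.60 and *pnp-1* at −0.54 besides *atic-1*. The last 4 turned positive without the limit. *gad-3* was already higher in the single knockouts, at 1.36 (0.63 to 2.24) in *ent-1* KO and 1.12 (0.30 to 2.05) in *ent-2* KO.

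**Figure D2:**
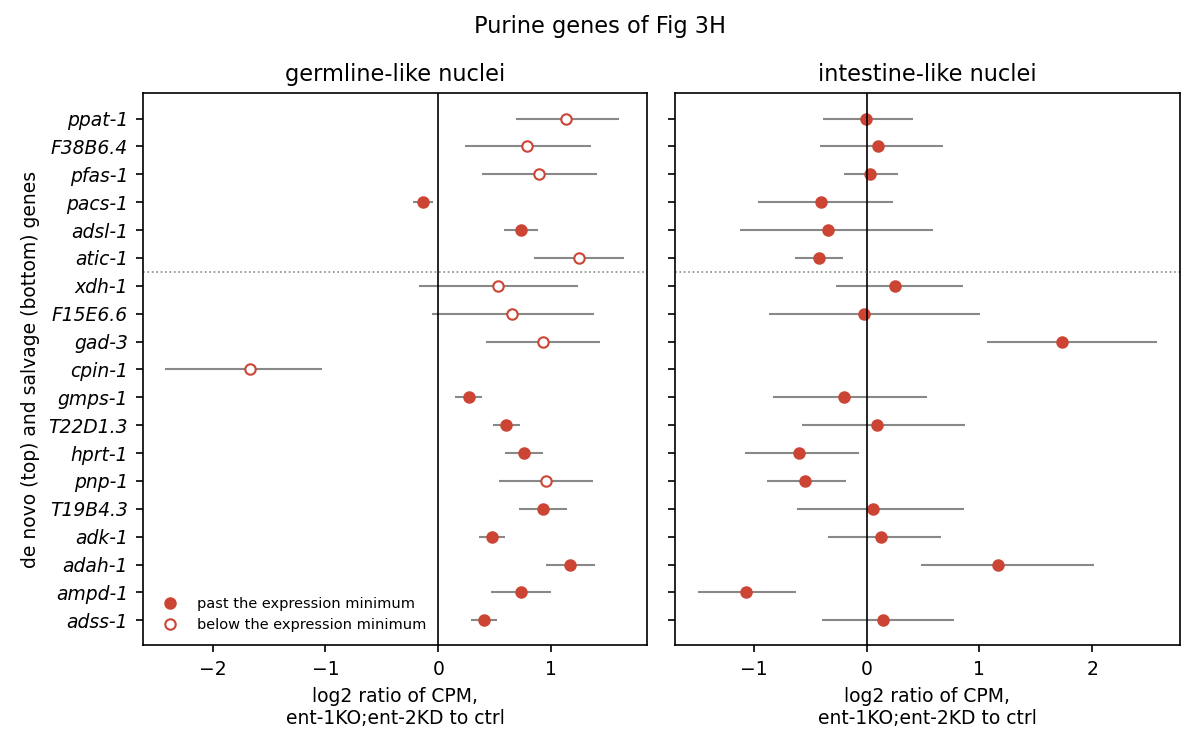
Log2 ratio of CPM in *ent-1* KO*;ent-2* KD to ctrl for each purine gene labelled in Fig 3H, in germline-like and in intestine-like nuclei, with the ribosomal protein limit in place. Grey bars are 95% counting intervals and open circles mark genes below the expression minimum. In germline-like nuclei 17 of 19 genes lie above 0. In intestine-like nuclei *atic-1* is the only *de novo* gene whose interval excludes 0, and *cpin-1* is not drawn there because ctrl had 0 UMIs.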

When analyzing their expression levels using the snRNA-seq data, we found that most purine metabolic genes showed trends of up-regulation in the *ent-1*^*KO*^*;ent-2*^*KD*^ germline (Fig 3H), while genes encoding enzymes involved in the *de novo* pathway showed trends of down-regulation in the intestine (Fig 3I). However, no clear trends of changes were detected in other somatic tissues such as hypodermis and muscle (S3B and S3C Fig). Furthermore, when analyzing conserved metabolic genes in the pyrimidine pathway (S3D Fig), we did not observe an obvious trend of alterations in their expression in either the germline or intestine of the *ent-1*^*KO*^*;ent-2*^*KD*^ worms (S3E and S3F Fig).

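In hypodermis-like nuclei, 15 of the 19 purine genes were higher in *ent-1* KO*;ent-2* KD than in ctrl, and the 14 above the expression minimum had a median log2 ratio of 0.42 (0.24 to 0.56), at percentile 99.7. All genes above the minimum had a median of −0.45 in this class, so a scaling that sets it to 0 raised the purine median to 0.87. Of the 6 *de novo* genes 4 were higher, each with its interval above 0, and 2 lower. The 3 above the minimum were *atic-1* at 1.68, *pacs-1* at −0.72 and *adsl-1* at −0.91, with a median of −0.72, and the 11 salvage genes 0.45 (0.27 to 0.63). The purine median against ctrl was 0.00 in *ent-1* KO and 0.07 in *ent-2* KO, where all genes above the minimum had medians of −0.27 and −0.13. Salvage genes took 0.089% of hypodermis-like UMIs in ctrl, 0.113% in *ent-1* KO, 0.097% in *ent-2* KO and 0.135% in *ent-1* KO*;ent-2* KD. Part of the salvage rise was thus present in *ent-1* KO. The *de novo* genes took 0.018%, 0.015%, 0.017% and 0.016% in the same order. In muscle-like nuclei, 15 of the 19 were higher in *ent-1* KO*;ent-2* KD, with a median of 0.21 (−0.00 to 0.48) over 11 genes, at percentile 93.7 (all genes −0.12). The purine median there was −0.03 in *ent-1* KO and −0.06 in *ent-2* KO.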

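The genes drawn in S3D Fig were not at hand, and a list of 17 pyrimidine genes was written before the data were examined. In germline-like nuclei, the 14 above the expression minimum had a median log2 ratio of *ent-1* KO*;ent-2* KD to ctrl of 0.17 (0.09 to 0.29), at percentile 74.9, with 8 genes above 0 and 6 below, from *cdd-2* at −1.41 to *B0001.4* at 0.99. The minimum of 10 UMIs moved this median to 0.71. In intestine-like nuclei, the 13 above the minimum had a median of 0.20 (−0.11 to 0.47), at percentile 92.98, with 9 above 0 and 4 below. Without the ribosomal protein limit, it turned to −0.19.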

Together, these results suggest that the level of purine, rather than pyrimidine, is likely altered in the germline and intestine upon the loss of both ENT-1 and ENT-2, leading to compensatory transcriptional alterations of purine biosynthesis genes.

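The paper proposes from these comparisons that purine rather than pyrimidine levels change in the germline and the intestine. Its reasoning sets 4 observations side by side. Most purine genes showed trends of higher expression in the *ent-1* KO*;ent-2* KD germline, and *de novo* genes showed trends of lower expression in its intestine. No clear trends were seen for purine genes in hypodermis and muscle, and no obvious trend for pyrimidine genes in germline or intestine. The paper proposes that a changed purine level leads to compensatory changes of purine synthesis genes. In the counts of these libraries, the purine median of germline-like nuclei was 0.67 and the pyrimidine median 0.17 at the expression minimum used. With free RNA of the library subtracted they were 0.54 and 0.10 (0.40 and 0.06 before emptied genes were dropped). With the profile of the largest ribosomal-rich cluster, chosen after the data were seen, they were 0.58 and 0.10. With the minimum at 10 UMIs they were 0.73 and 0.71, so the separation of the pathways depends on the minimum. The interval of the intestine *de novo* median holds 0. By CPM, 17 of the 19 purine genes were higher in germline-like nuclei, with the interval above 0 for 15. In hypodermis-like nuclei 15 were higher (interval above 0 for 12, below 0 for 3), and in muscle-like nuclei 15 (above 0 for 4). The hypodermis median lay above 0 as well, so the higher purine median was not confined to germline-like nuclei.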

### ENT-mediated guanosine transport regulates reproduction

To directly assess whether purine and pyrimidine nucleoside levels change in association with the ENT deficiency, we employed targeted metabolomic analysis by liquid chromatography coupled with mass spectrometry (LC/MS). We compared guanosine, adenosine, inosine, and cytidine levels in *ent-1*^*KO*^, *ent-2*^*KO*^, and *ent-1*^*KO*^*;ent-2*^*KD*^ worms with their controls. The levels of uridine and thymidine are below the detection sensitivity. Interestingly, we observed that the proportion of guanosine is decreased by ~20% and ~30% in the *ent-1*^*KO*^ and *ent-2*^*KO*^ single mutants, respectively (Fig 4A). In the *ent-1*^*KO*^*;ent-2*^*KD*^ worms, the decrease is close to be 3-fold (Fig 4A). For the other two purine nucleosides, adenosine and inosine, their proportion exhibited the opposite trend (Fig 4B and 4C). On the other hand, the proportion of cytidine did not show significant alterations in either *ent-1*^*KO*^, *ent-2*^*KO*^, or *ent-1*^*KO*^*;ent-2*^*KD*^ worms compared to their controls (Fig 4D). It is worth noting that no reduction in the brood size was observed in the *ent-1*^*KO*^ or *ent-2*^*KO*^ single mutant, despite the decrease in guanosine. Hence, the germline is tolerant to a certain level of reduction in guanosine levels while sustaining normal reproduction, but exceeding this threshold would result in reproductive defects.

**Fig 4:**
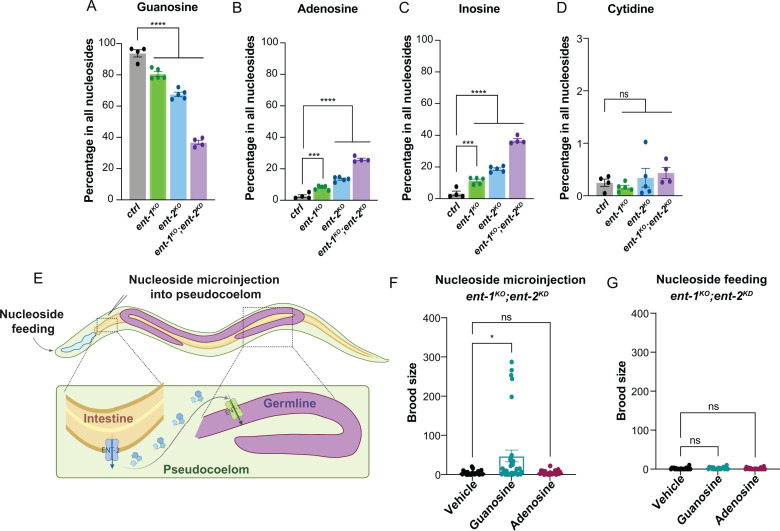
Guanosine specifically contributes to the regulation of reproduction by ENT-1/2. **(A-D)** The percentages of guanosine **(A)**, adenosine **(B)**, inosine **(C)**, and cytidine **(D)** among all nucleosides measured by LC/MS are compared among control, *ent-1*^*KO*^, *ent-2*^*KO*^, and *ent-1*^*KO*^*;ent-2*^*KD*^ worms. *n* = 4 (ctrl), *n* = 5 (*ent-1*^*KO*^), *n* = 5 (*ent-2*^*KO*^), *n* = 4 (*ent-1*^*KO*^*;ent-2*^*KD*^). **(E)** A proposed summary model illustrating the coordinated regulation of the reproductive process by ENT-2 mediated export of nucleosides from the intestine to the pseudocoelom and ENT-1 mediated uptake of nucleosides from the pseudocoelom to the germline. The model was created via BioRender (https://www.biorender.com). **(F)** Microinjection of guanosine but not adenosine partially rescues the reduced brood sizes of *ent-1*^*KO*^*;ent-2*^*KD*^ worms. *n* = 22 (DMSO vehicle), *n* = 34 (Guanosine), *n* = 22 (1mM Adenosine), from 3 independent biological replicates. **(G)** Oral supplementation of neither guanosine nor adenosine rescues the reduced brood sizes of *ent-1*^*KO*^*;ent-2*^*KD*^ worms. *n* = 20 (DMSO vehicle), *n* = 20 (Guanosine), *n* = 20 (Adenosine), from 2 independent biological replicates. Statistic: *p < 0.05, ***p < 0.001, ****p < 0.0001, ns *p > 0.05.* One-way ANOVA with Holm–Sidak correction (**A-D**, and **F-G**). Data shown as mean ± S.E.M.

These results support the predominant role of ENT-1/2 in regulating purine, especially guanosine homeostasis. When integrating the tissue-specificity of ENT-1/2, the germline-specific transcriptional up-regulation of purine metabolic genes, and the guanosine reduction, we hypothesized that ENT-2 functions in the intestine to export guanosine into the body cavity/pseudocoelom, while ENT-1 is responsible for the uptake of guanosine into the germline (Fig 4E).

In supporting this hypothesis, we confirmed that ENT-2::wrmscarlet predominantly localizes at the basolateral plasma membrane of the intestine (S2E Fig), while ENT-1::mNeonGreen is positioned at the plasma membrane in the germline (S2D Fig). We also injected guanosine or adenosine into the pseudocoelom at the fourth larval (L4) stage to increase their levels in the pseudocoelom. We found that the microinjection of 1mM guanosine can increase the brood size in the *ent-1*^*KO*^*;ent-2*^*KD*^ worms, but adenosine microinjection showed no effect in restoring reproduction (Fig 4F). However, feeding of either guanosine or adenosine was not able to rescue the brood size in the *ent-1*^*KO*^*;ent-2*^*KD*^ worms (Fig 4G). We also tried directly injecting nucleosides into the germline of the *ent-1*^*KO*^*;ent-2*^*KD*^ worms; however, the severe disruption in germline morphology prevented this attempt. These results highlighted the importance of guanosine levels in the pseudocoelom in the regulation of reproduction.

## Discussion

Our results reveal that the transport of guanosine from somatic tissues to the germline is crucial for sustaining reproduction. ENT-1 and ENT-2 transporters collaboratively maintain guanosine equilibrium among the intestine, pseudocoelom, and germline. The loss of ENT-2 in the intestine decreases guanosine availability in the pseudocoelom, while the loss of ENT-1 in the germline impairs guanosine uptake from the pseudocoelom. In single mutants of either *ent-1* or *ent-2*, the level of guanosine in the germline is reduced yet it remains sufficient to sustain reproduction. However, the simultaneous loss of both ENT-1 and ENT-2 results in a server reduction in germline guanosine levels, ultimately causing sterility.

In hermaphrodite *C. elegans*, the developmental process to generate over 2000 germ cells consumes substantial nucleotides [22], serving as basic building blocks for DNA and RNA synthesis. Equilibrative nucleoside transporters facilitate the transport of nucleosides. Interestingly, in the *ent-1*^*KO*^*; ent-2*^*KD*^ double loss-of-function models, we observed transcriptional upregulations of both *de novo* and *salvage* biosynthesis pathways for purine but not for pyrimidine nucleotides. Furthermore, metabolite profiling revealed that guanosine levels are decreased in the single and double *ent* mutants, while levels of adenosine and inosine are increased. In addition, microinjection of guanosine, but not adenosine, partially restored fertility in the double loss-of-function models. Based on these results, we propose that ENT-1 and ENT-2 play critical roles in transporting purine nucleosides, including guanosine, adenosine, and inosine. In the germline to support DNA and RNA synthesis, guanosine transported from the intestine serves as the primary source for producing dGTP/GTP. In contrast, dATP/ATP is less reliant on adenosine but can be derived from alternative sources such as mitochondrial oxidative phosphorylation. In the *ent* single and double loss-of-function mutants, germline DNA and RNA synthesis reduce the guanosine pool, while having little impact on the adenosine/inosine pool. This reduction in germline guanosine levels may trigger a compensatory upregulation of overall purine biosynthesis, which could account for the observed increases in adenosine and inosine levels. However, despite the compensation, guanosine levels remain lower due to its high demand for DNA and RNA synthesis.

Our findings provide new evidence supporting the importance of intestinal nucleoside/nucleotide availability in regulating reproduction. Previous studies have elucidated that intestinal uridine and thymidine levels modulate the expression of the Notch receptor GLP-1 in the germline, thereby controlling *C. elegans* reproduction [4]. In addition, nucleotide imbalance has been demonstrated to signal through the intestinal endonuclease ENDU-2 and CTP synthase CTPS-1 to regulate germ cell proliferation in *C. elegans* [23]. These findings highlight that animals sense pyrimidine nucleotides in the intestine to modulate reproductive activity. Therefore, the availability and balance of pyrimidine and purine nucleoside and nucleotide levels are critical for reproductive success.

ENT-1 and ENT-2 are vital not only for *C. elegans* reproduction but also for development. We observed that CRISPR-generated complete double knockout mutants (*ent-1 KO; ent-2 KO*) exhibit severe developmental delays, developmental arrest, and sterility, making it not feasible to maintain the strain. In this study, we mainly utilized double loss-of-function models, where *ent-1 KO* was combined with *ent-2 RNAi* knockdown, and *ent-2 KO* was combined with *ent-1 RNAi* knockdown. These worms developed to the adult stage but exhibited a sterile phenotype. The relatively milder developmental phenotypes observed in the double loss-of-function models compared to the complete double knockout mutants suggest that reproduction may be more sensitive to guanosine dysregulation than development.

The synergistic effect of ENT-1 and ENT-2 in two different tissues in regulating reproduction is uncommon compared to the synergistic effects observed within the same tissue. No obvious reproductive defects were detected in the single mutants, but the double mutants are sterile. We expect that multiple compensatory mechanisms may help sustain normal reproduction in the single mutants. First, compensation may be mediated through the upregulation of guanosine synthesis via the *de novo* and *salvage* pathways from multiple substrates, such as amino acids. These changes likely occur at the protein level or through elevating enzymatic activity, which are beyond the resolution of snRNA-seq transcriptomic analysis. Secondly, guanosine in the pseudocoelom can be exported from multiple somatic tissues, but not just the intestine. While our study focused on guanosine transport from the intestine to the germline, other tissues, such as muscle or hypodermis, could also supply guanosine via alternative transporters. In the ENT-2 single mutant, although the guanosine export from the intestine is decreased, ENT-1 can still import some guanosine into the germline from the pseudocoelom. In the ENT-1 single mutant, the guanosine level in the pseudocoelom is not low (maybe even higher), and other transport mechanisms may compensate for the loss of ENT-1 and import some guanosine into the germline to support reproduction, which may involve other SLC transporters, including ENT family members and concentrative nucleoside transporters (CNTs) that leverage ion gradients to actively transport nucleosides against their concentration gradients. It would be interesting for future studies to explore the role of other somatic tissues as well as other transporters in nucleoside transport and metabolism.

In summary, our study underscores the significance of guanosine communication between the soma and germline in the control of reproduction. Members of the human ENT family, such as hENT1 and hENT2, are highly expressed in both the digestive and reproductive systems, as reported in the Human Protein Atlas (proteinatlas.org) [24]. This suggests that cross-tissue coordination of nucleoside transport may similarly play a role in reproduction in more complex organisms. Our work also reveals the pivotal role played by specific SLC transporters in mediating cell non-autonomous metabolite communication. Given the conservation of SLC transporters across species and their broad implications in human diseases, an intriguing future direction would be to investigate mechanisms underlying their cell non-autonomous coordination in mammals.

## Materials and methods

### *C. elegans* strains and maintenance

The strains N2, CA1352 (ieSi64 [*gld-1p::TIR1::mRuby::gld-1 3 UTR* *+* *Cbr-unc-119(+)*] II), and CA1209 (ieSi61 *[ges-1p::TIR1::mRuby::unc-54 3’UTR* *+* *Cbr-unc-119(+)*] II), and MQD2383 (*hqSi11 [lim-7p::TIR1::mRuby::unc-54 3’ UTR* *+* *Cbr-unc-119(+)*] II; *daf-2(hq363[daf-2::degron::mNeonGreen]) unc-119(ed3*) III), VC643 *ent-3 (ok945)*, VC1934 *ent-4(ok2161)*, and RB1193 *ent-7 (ok1238)* were obtained from CGC.

Knockout mutants MCW1244 (*ent-1(rax74)* IV) and MCW1245 (*ent-2(rax75)*X) were generated in our lab by using CRISPR/Cas9 technology, as previous outlined by Chen et al., Paix et al. and Arribere et al. [25–27]with modifications. Briefly, a mixture containing tracrRNA (1μg/μl), crRNAs (0.5μg/μl each for one on the 5’ and one on the 3’ of the target gene), dpy-10 crRNA (0.16μg/μl), and Cas9 protein (0.05μg/μl) was microinjected into the gonads of N2 young adult animals. Each injected worm was then placed on individual plates, and the non-Dpy F1 progenies from the plates which contains animals with Dpy phenotypes were individualized to single plates for further analysis. After confirming the deletion region through PCR and Sanger sequencing of F1 animals, homozygous F2 animals carrying the knockout mutation were selected and individualized. The knockout deletion strains were backcrossed to wild-type N2 for at least four times before running reproductive experiments.

Strains that carry extrachromosomal arrays: MCW1589*(ent-2(rax75)*X; raxEx624[*lim-7p::ent-2cds::sl2RFP::tbb-2 3’UTR*; *lin-44p::GFP*], MCW1634*(ent-1(rax74)* IV; raxEx628[*ges-1p::ent-1cds::sl2RFP::unc-54 3’UTR*; *lin-44p::GFP*], MCW1636(*ent-2(rax75)*X; raxEx630[*ges-1p::ent-2cds::sl2RFP::unc-54 3’UTR*; *lin-44p::GFP*] were generated by microinjecting DNA mixture containing linearized expression construct and co-injection marker lin-44p::GFP into the corresponding gonad of *ent-1* or *ent-2* knockout young adult animals.

PHX4218(*ent-1(syb4218) ent-1::mNeonGreen* IV), PHX5055(*ent-2(syb5055) ent-2::wrmscarlet::3Xflag* X), PHX7376(*ent-1(syb7376) 3XV5::degron::ent-1* IV), PHX7457(*ent-2(syb7457) 3XHA::degron::ent-2* X), and PHX7180 *ent-6 (syb7180)* were generated via CRISPR/Cas9 genome editing by SunyBiotech (Fuzhou, China).

MCW1638 (*syb7376[3XV5::degron::ent-1*]IV; ieSi61 [*ges-1p::TIR1::mRuby::unc-54 3’UTR* *+* *Cbr-unc-119(+)*]II) and MCW1639 (*syb7376[3XV5::degron::ent-1]IV*; ieSi64 [*gld-1p::TIR1::mRuby::gld-1 3’UTR* *+* *Cbr-unc-119(+)*] II) were generated by crossing PHX7376 with CA1209 or CA1352.

MCW1640 (*syb7457[3XHA::degron::ent-2]*X; ieSi61 [*ges-1p::TIR1::mRuby::unc-54 3’UTR* *+* *Cbr-unc-119(+)*] II and MCW1641 (*syb7457[3XHA::degron::ent-2]X; ent-1(rax74) IV; hqSi11 II[lim-7p::TIR1::mRuby::unc-54 3’ UTR* *+* *Cbr-unc-119(+)]* II) were generated by crossing PHX7457 with CA1209 or the strain hqSi11 [*lim-7p::TIR1::mRuby::unc-54 3’ UTR* *+* *Cbr-unc-119(+)*] II which were obtained from crossing MQD2383 and N2.

MCW1643 (*syb7457[3XHA::degron::ent-2]X; ent-1(rax74) IV; ieSi61 [ges-1p::TIR1::mRuby::unc-54 3’UTR* *+* *Cbr-unc-119(+)*] II and MCW1644 (*syb7457[3XHA::degron::ent-2]X; ent-1(rax74) IV; hqSi11 II[lim-7p::TIR1::mRuby::unc-54 3’ UTR* *+* *Cbr-unc-119(+)*] II) were generated by crossing MCW1640 or MCW1641 with MCW1244.

All the *C. elegans* strains were grow and maintained non-starved for at least three generations at 20˚C on NGM agar plates seeded with OP50 E.coli using standard protocols [28] before experiments. The E. coli strain HT115 (DE3) and OP50 RNAi strain (OP50 bacteria [*rnc14::DTn10 laczgA::T7pol camFRT*] generated by our lab [29] were used for RNAi experiments.

### RNA interference (RNAi) experiments

RNAi libraries from Dr. Julie Ahringer’s lab were utilized in the study [30]. RNAi clones for *ent-1, ent-2, ent-3, ent-5, and ent-6* were obtained from the Ahringer library. RNAi clones for *ent-4* and *ent-7* were created in our lab using L4440 as the vector backbone and *ent-4* or *ent-7* transcript fragments as inserts. For OP50 RNAi experiments, RNAi plasmids were transformed into the genetically modified competent OP50 bacteria [rnc14::DTn10 laczgA::T7pol camFRT], generated by our lab [29]. All RNAi colonies were selected for resistance to both 50 µg ml − 1 carbenicillin and 50 µg ml − 1 tetracycline. RNAi bacteria were cultured for 14 hours in LB with 25 µg ml − 1 carbenicillin, then seeded onto RNAi agar plates containing 1 mM IPTG and 50 µg ml − 1 carbenicillin. Each RNAi bacteria clone was allowed to dry on the plates before overnight incubation at room temperature to induce dsRNA expression.

### Molecular cloning of expression construct

All the expression plasmids were generated via the Gibson Assembly (NEB). The *ent-1* and *ent-2* coding sequences were PCR-amplified from *C. elegans* cDNA and then fused together with *sl2-RFP* sequence by fusion PCR. The *ent-1::sl2RFP* and *ent-2::sl2RFP* fragments were then ligated into the tissue-specific promoter vectors.

### Measure the brood size

Synchronized L1 worms obtained from egg preparation were placed onto 6 cm NGM plates, each seed with corresponding bacteria for the experimental condition, and then incubated at 20 °C. Upon reaching the L4 stage, individual worms were transferred to new plates. Subsequently, they were transferred to new plates every day until reproduction ceased. Plates with progenies were stored at 20°C until progeny reached the L4 stage for counting. Total brood size was determined by summing viable progeny produced daily by each worm.

### Structural stimulation by AlphaFold2

AlphaFold2 predictions for the structures of ceENT-1 (UniProt: G5EDJ3) and ceENT-2 (UniProt: Q93871) were retrieved from The AlphaFold Protein Structure Database (https://alphafold.ebi.ac.uk/) [31,32]. Molecular graphics for human ENT1, ceENT-1, and ceENT-2 were generated using UCSF Chimera [33].

### Auxin treatment

The L1 worms were places on the NGM plates seeded with bacteria containing auxin 4mM indole-3-acetic acid (IAA), following the protocol outlined by Zhang et al. [20]. A 400 mM stock solution of IAA in ethanol was prepared, filtered through a 0.22µm filter, and stored at 4°C for up to 1 month. This stock solution was diluted into NGM plates at a ratio of 1:100. Control plates were prepared by diluting ethanol into NGM plates at the same ratio. Fresh bacteria were then seeded onto the plates and stored at room temperature for 1 day to allow bacterial growth. The plates containing auxin were kept in a dark place to prevent photolysis.

### RT-qPCR

Total RNA was extracted from approximately 3000 age synchronized D1 worms using Trizol homogenization, chloroform phase separation, isopropanol precipitation, and subsequent washing with 75% ethanol. cDNA synthesis utilized the amfiRivert Platinum cDNA Synthesis Master Mix (GenDEPOT), followed by quantitative PCR with the Kapa SYBR fast qPCR kit (Kapa Biosystems) in a 96-well Eppendorf Realplex 4 PCR machine (Eppendorf).

All presented data are from at least six independent biological samples and were normalized to *rpl-32* as an internal control.

### Fluorescent microscopy

*C. elegans* were immobilized in 1% sodium azide in M9 buffer and positioned on a 2% agarose pad between a glass microscopic slide and coverslip for imaging. Endogenous ENT-1::mNeonGreen and ENT-2::wrmscarlet expression patterns were visualized using a Nikon CSU-W1 spinning disk confocal microscopy system equipped with a 20x objective, oil immersion 60x and 100x objective. Degron-mediated protein degradation was assessed using a laser scanning confocal FV3000 (Olympus, US) with an oil immersion 60x objective.

### Injection of nucleoside into the pseudocoelom

Stock solutions of nucleosides are stored at 100mM in DMSO at -20°C for up to 1 month. Fresh 1mM nucleoside injection solutions are prepared before each injection by dissolving the 100mM stock solution in egg buffer [118 mM NaCl, 48 mM KCl, 2 mM MgCl2, 2 mM CaCl2, and 25 mM Hepes (pH 7.3)] at a ratio of 1:100. The control injection solution consists of DMSO dissolved at a ratio of 1:100. Mid-stage L4 animals were injected with either the nucleoside solution or DMSO control solution into the pseudocoelom, with the injection needle inserted into the pharyngeal region. Successful injection is confirmed by the observation of liquid flow in the pseudocoelom.

### Immunostaining

Approximately 200 Adult animals were initially transferred to unseeded NGM plates to minimize bacterial presence. M9 solution containing 0.4μM levamisole was then added to immobilize animals on the plates. Subsequently, these animals, along with the M9 solution containing 0.4μM levamisole, were transferred to a glass dissection plate for dissection. Dissection involved using two 25 gauge syringe needles to extrude the gonad arm and intestine completely. The dissected worms were fixed with 4% PFA for 10 minutes at room temperature in darkness, followed by washing twice with PBST and post-fixation in −20°C methanol for 1 hour. After three washes with PBST, the specimens were then blocked with 5% BSA in PBST for 30 minutes. Following blocking, a 200μL volume of primary antibody solution (in PBST) [anti-HA antibody (1:200): HA-Tag (C29F4) Rabbit mAb #3724; anti-V5 antibody (1:200): V5 Tag Monoclonal Antibody (SV5-Pk1) (R960-25)] was applied and incubated overnight at 4°C. The cut worms were then washed three times with PBST and incubated with secondary antibody [1:500 dilution of Alexa 488 conjugated antibodies from Invitrogen] for 1 hour at room temperature. After three additional washes with PBST, the specimens were resuspended in a glycerol antifade reagent and mounted on agarose pads before imaging.

### Nucleoside dietary supplementation

For dietary nucleoside supplementation, nucleoside powder was dissolved directly to a final concentration of 100mM in standard NGM liquid medium immediately prior to pouring into plates. These plates were then seeded with RNAi E. coli and allowed to grow overnight before use.

### Single-nucleus RNA sequencing analysis

#### Nuclei isolation.

We followed the nuclei isolation protocol similar to that described by Gao et al. [21]. Briefly, worms were washed three times with PBS, collected in 1.5 mL tubes, and homogenized in 100 μl of homogenization buffer [34] using a pestle motor on ice. To prevent nuclei adhesion, all equipment was pre-coated with homogenization buffer or PBS. The homogenate was further processed in an autoclaved Dounce tissue grinder, with sequential strokes using loose and tight pestles to ensure thorough disaggregation without foaming. After filtering through cell strainers, the nuclei were pelleted by centrifugation, resuspended in PBS with additives, and prepared for sorting.

#### Nuclei sorting.

The nuclei were stained with Hoechst 33342 for DNA content visualization and sorted using a Sony MA800 sorter. Gating of sorting was the same as described by Gao et al. [21]. Post-sorting, nuclei were checked for concentration and morphology before proceeding with 10X Chromium Controller.

#### Library preparation and sequencing.

The quality-checked nuclei were encapsulated using a 10X Chromium Controller, and libraries were prepared according to the 10X Chromium Single Cell 3’ v2/v3 Solution protocol, selecting appropriate indexing options. Sequencing was performed on a NovaSeq 6000 system, using 26 cycles for Read 1, 8 cycles for the i7 index, and 98 cycles for Read 2, as recommended.

#### Single-nucleus RNA-seq data preprocessing.

Raw sequences were processed using Cell Ranger 6.0 (10x Genomics), aligned to the *C. elegans* genome (WS282), and assembled into feature-barcode matrices. Doublet exclusion was performed per 10X Genomics guidelines, utilizing Doubletfinder for accurate detection. Subsequent analyses, including data integration, dimensional reduction, and clustering, were conducted using Seurat 4.0.5 to identify and characterize cell populations.

#### Cell type annotation and analysis.

For cell type annotation, we predominantly employed a reference-based mapping approach using the SingleR package [35], which allowed us to automatically match the expression profiles of our cells to those from established reference datasets. This analysis predominantly linked cell clusters to specific tissues, as evidenced by previous single-nucleus RNA sequencing datasets produced by Gao et al. [21]. We further enhanced cell type specificity by employing the FindMarkers function within Seurat to identify distinctive marker genes for each cluster. These markers were then cross-referenced with microscopy-based expression profiles and literature-reported tissue markers to confirm cell type assignments. For enrichment analysis and further validation of our findings, we utilized tools available on Wormbase [36].

In addition to broad classification, we also focused on the germline cells, isolating them into a separate Seurat object. This subset underwent a similar analysis pipeline, where we identified highly variable genes and performed CCA integration followed by dimensional reduction and clustering to determine germline subclusters. This refined analysis enabled us to explore cell development within the germline specifically.

#### Germline trajectory analysis.

Utilizing the refined germline cluster data, we applied Slingshot for trajectory analysis, which utilized cluster labels and UMAP embeddings to construct cell lineages and ascertain pseudotime trajectories. This analysis revealed the developmental progression from germline stem cells, showing low pseudotime values, to mature oocytes, which displayed high pseudotime values. We correlated these pseudotime findings with nuclei counts reported in the literature [37], allowing us to map each cluster to specific stages of germline development. This dual analysis of pseudotime distribution and developmental status percentage provided a comprehensive view of germline cell differentiation.

#### Differential expression and gene ontology analysis.

To identify differentially expressed genes (DEGs) across various cell states and conditions, we used Seurat’s FindMarkers function, employing a Wilcoxon rank-sum test with thresholds set for adjusted p-values below 0.05 and |log2 fold changes| greater than 0.5. Subsequent gene ontology analysis was performed using the ClusterProfiler package, which helped to understand the biological processes and pathways significantly associated with the identified DEGs. To visually compare gene expression across different samples and conditions, we used the DotPlot function within Seurat, facilitating an intuitive display of data that highlights specific gene expression changes.

#### Availability of data.

The snRNA-seq data that support the findings of this study are publicly available from GEO repository with the identifier: GSE265917.

### Targeted metabolic analysis of nucleosides

#### Sample collection.

Around 5000 *C. elegans* in each condition were collected in the bead beater tubes (Sarstedt Inc Screw Cap Micro tube 2ml) with 250 µL RNAlater Stabilization Solution (Invitrogen: AM7021) and 10µg/ml of tetrahydrouridine to prevent rapid deamination of the nucleosides [38] and then snap freezing in liquid nitrogen which were stored at -80°C until use.

#### Nucleosides extraction and purification.

Nucleosides were extracted from the samples following a previously outlined method [39] with some modifications. Briefly, RNAlater Stabilization Solution was removed from thawed samples, and 250 µL LC-MS H2O with RNase Inhibitor and beads were added to the samples for homogenization with a bead beater. After homogenization, the sample was transferred to a 2 mL tube. pH adjustment to 8.5 was done using ammonium in methanol, followed by addition of methanol at a ratio of 1:4 (v:v). The mixture was then centrifugated at 14,000 rpm for 20 min at 4 °C after vortexing for 3 min. The supernatant was collected and dried using SpeedVac. Each dried sample was dissolved then in 250 μL water.

For nucleoside purification, each sample was loaded onto an OASIS HLB cartridge (Waters Corp., Milford, MA, USA) activated 3 times with water and methanol. After loading, cis-diol compounds were eluted with 250 μL 2.8% ammonium hydroxide (NH4OH) in methanol, repeated 3 times. Eluates were then dried using SpeedVac

Dried samples were reconstituted in 100 μL water, centrifuged at 14,000 rpm for 10 min at 4 °C, and the clear upper solution was transferred to an LC vial for LC-MS analysis.

#### LC-MS/MS analysis.

The experiments were performed on an Orbitrap Fusion Lumos Tribrid Mass Spectrometer equipped with Ion Max API source housing with HESI-II probe and Vanquish UHPLC System (ThermoFisher Scientific). The separation was performed on an ACQUITY UPLC HSS T3 column (100 × 2.1 mm i.d., 1.8 μm) (Waters Corp., Milford, MA, USA) at a flow rate of 0.2 mL/min with column temperature of 40 °C (mobile phase A: 0.1% FA in water, mobile phase B: 0.1% FA in acetonitrile). The gradient was as follows: 0–3 min, 0-2.8% B; 3–9 min, 2.8%-10% B; 9-9.5 min, 10–30% B; 9.5-9.8 min, 30–60% B; 9.8-9.9, 60% B; 9.9-10 min, 60–0% B [39]. The targeted mode (parallel reaction monitor, PRM) was applied with Orbitrap MS acquired a full-scan survey in positive mode (m/z: 140–1300, automatic gain control target: standard, maximum injection time mode: auto, resolution at m/z 200: 120,000, the default charge state: 1, followed by tMS2 with precursor ions list of nitrogenous bases (mass range: normal, automatic gain control target: standard, maximum injection time mode: auto, Orbitrap with resolution at m/z 200: 60,000, collision-induced dissociation (CID) collision energy (%): 30 with activation time: 10 ms. Maximum injection time: 118 ms).

#### LC-MS/MS data analysis.

The raw files were analyzed by Skyline [40–42]. The transition list was generated, applied and peak area was extracted and calculated by Skyline. All the samples were normalized based on protein concentrations. The sample concentration was calculated based on the standard curve.

#### Quantification and statistical analysis.

Data were expressed as mean ± standard error of the mean (s.e.m.) and analyzed using GraphPad PRISM. Student’s t-test (unpaired) compared the means of two groups. One-way ANOVA or two-way ANOVA followed by Holm–Sidak’s or Holm-Bonferroni’s corrections, as indicated in the figure legends, were applied. Statistical significance in figure legends is denoted by asterisks: ns (not significant, p > 0.05), *p < 0.05; **p < 0.01, ***p < 0.001, ****p < 0.0001. Detailed information on sample size, biological replicates, and statistical analysis for each experiment is provided in the figure legends. Figures and graphs were generated using BioRender, GraphPad Prism 10 (GraphPad Software), and Illustrator (CC 2019; Adobe). The researchers were not blinded during experiments or outcome assessments.

## Supporting information

S1 Fig ENT-1 and ENT-2 regulate reproduction independent of bacterial inputs. (A) RNAi knockdown of *ent-1* on OP50 bacteria alters the daily progeny number compared to the EV control. *n* = 17(EV), n = 16(*ent-1* RNAi). (B) RNAi knockdown of *ent-2* on OP50 bacteria alters the daily progeny number compared to the EV control. *n* = 17(EV), n = 16(*ent-2* RNAi). (A) (C) Genome illustrations of *ent-1*^*KO*^ and *ent-2*^*K*O^ mutants. (D) *ent-1*^*KO*^ mutants on OP50 bacteria show no significant alteration of daily progeny number or brood size compared to wild type (WT) worms. *n* = 23(N2), n = 22(*ent-1*^*KO*^). (E) *ent-2*^*KO*^ mutants on OP50 bacteria show no significant alteration of daily progeny number or brood size compared to WT. *n* = 18(N2), n = 18(*ent-2*^*KO*^). (F) *ent-1*^*KO*^ mutants on HT115 bacteria show no significant alteration of daily progeny number or brood size compared to WT. *n* = 28(N2), n = 27(*ent-1*^*KO*^). (G) *ent-2*^*KO*^ mutants on HT115 bacteria show no significant alteration of daily progeny number or brood size compared to WT. *n* = 22(N2), n = 22(*ent-2*^*KO*^). (H) (I) RT-qPCR analysis shows that the *ent-2* mRNA level is upregulated in the *ent-1*^*KO*^ mutant (H), and the *ent-1* mRNA level is elevated in *ent-2*^*KO*^ (I). n = 6 biologically independent samples in each condition. (J) The mutants of *ent-3*, *ent-5*, *ent-6,* or *ent-7* display normal brood size compared to wildtype control, while *ent-4(ok2161)* has reduced brood size. Statistic: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ns *p>0.05.* Student’s t-test (unpaired, two-tailed) was applied for the brood size graphs in A, B, D, E, F and G, and RT-qPCR results in H and I. Two-way ANOVA with Bonferroni’s post hoc test for the daily progeny graphs in A, B, D, E, F and G. One-way ANOVA with Holm–Sidak correction for J. Data are shown as mean ± S.E.M. from at least three independent biological replicates, each with 5–10 animals, except (J) which is performed with two independent biological replicates, each with around 4animals. The “n” values represent the total number of animals across replicates.
(PDF)

S2 Fig Germline ENT-1 and intestinal ENT-2 cooperate in regulating reproduction. (A) Bright-field images show sterile *ent-1*^*KO*^*; ent-2*^*KD*^ mutants and their controls. Scale bar: 100 µm. (B, C) Diagrams showing CRISPR knock-in strains: *ent-1::mNeonG*reen (B), *ent-2::wrmscarlet* (C). (D, E) Endogenous localization of ENT-1::mNeonGreen in the germline and intestine (D) and ENT-2::wrmscarlet in gonadal sheath cells and the intestine (E). Scale bar: 50 µm. (F) Images of *ent-1::mNeonGreen* in WT and *ent-2*^*KO*^. Scale bar: 50 µm. (G) Images of *ent-2::wrmScarlet* in WT and *ent-1*^*KO*^. Scale bar: 50 µm. (H) (I) Diagrams showing CRISPR knock-in strains: *degron::ent-1* (H) and *degron::ent-2* (I). (J) (K) Immunostaining results show the efficiency of tissue-specific degron-mediated protein degradation induced by the Auxin treatment in the *degron::ent-1* strain (J) and in the *degron::ent-2* strain (K). Scale bar: 50 µm.
(PDF)

S3 Fig Changes in the germline and other tissues in association with the loss of ENT-1 and ENT-2. (A) Gene ontology enrichment analysis of biological processes was performed on the down-regulated expressed genes in the germline of *ent-1*^*KO*^*; ent-2*^*KD*^ worms compared to their controls, revealing pathways related to cell cycle and division are overrepresented. (B) (C) Dotplots show the relative expression levels of genes that are associated with purine metabolism of control, *ent-1*^*KO*^*, ent-2*^*KO*^, and *ent-1*^*KO*^*; ent-2*^*KD*^ animals in the hypodermis (B) and muscle (C). (D) Schematic illustration of *C. elegans* homologous genes involved in pyrimidine metabolism pathways. (E) (F) Dot plots show the relative expression levels of genes associated with pyrimidine metabolism in the germline (E) and intestine (F).
(PDF)

How the deposited data were processed for this re-analysis (not part of the article)

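Nuclei of ctrl, *ent-1* KO, *ent-2* KO and *ent-1* KO*;ent-2* KD worms were profiled with the 10x Chromium 3′ assay, 1 library per condition. The authors counted reads with Cell Ranger on the WS282 annotation. The paper and the header of the count matrices name different releases of Cell Ranger. The matrices hold raw UMI counts for 46926 features, 36 of them mitochondrial, in barcodes that Cell Ranger called as nuclei. They were read without any normalization by the authors. Fewest UMIs per barcode were 500, 501, 500 and 500 in ctrl, *ent-1* KO, *ent-2* KO and *ent-1* KO*;ent-2* KD, and fewest genes 352, 380, 358 and 312, so the minimum of 200 genes and the limit of 10% mitochondrial UMIs removed no barcode. Mitochondrial genes took 0.374%, 0.386%, 0.298% and 0.718% of UMIs. Under 400 genes were detected in 76, 32, 32 and 495 barcodes.

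Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold called 1, 4225, 0 and 1 doublets and was not used. The guideline rate removed 9.33%, 11.9%, 9.94% and 10.5% of barcodes instead. The nuclei kept held 18503987, 28792812, 23247460 and 27252807 UMIs, with medians of 1392, 1750, 1686 and 1834.5 UMIs per nucleus. Normalization, integration by canonical correlation analysis and clustering were run in R 4.3.3 with Seurat 5.3.0, over genes seen in at least 10 nuclei. Markers with at least 50 UMIs entered the naming of clusters, as log2 ratios of CPM with 10 CPM added. A cluster stayed unnamed where another class had more markers among its 10 leading genes. Counts were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9.

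The comparisons were *ent-1* KO*;ent-2* KD, *ent-1* KO and *ent-2* KO to ctrl within each class, as log2 ratios of CPM with 0.5 UMIs added. No test was run and no p-value is given, since each condition has 1 library. The marker lists, gene lists, expression minimum, clustering settings and the alternatives other than those named as later were fixed before the data were examined. The scoring rule that turns markers into names and the limit on ribosomal protein transcripts were set with the clusters in view. The genes named were those of the paper's text on these data and the labels of Fig 3G to 3I (*ent-1* to *ent-7* and the 19 purine genes), the 5 genes with the largest and the 5 with the smallest log2 ratio of *ent-1* KO*;ent-2* KD to ctrl in the germline, and the 3 largest and 3 smallest in the intestine. These genes needed to pass the expression minimum, with at least 1 UMI in each library and a log2 ratio whose size exceeds the widest log2 ratio between any 2 of ctrl, *ent-1* KO and *ent-2* KO in that class. Members of other lists were named only as their highest or lowest gene. The labels and dot colours of Fig 3G to 3I had been seen.

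Germline counts were tested on simulated data with the depth of ctrl and *ent-1* KO*;ent-2* KD, in which 200 of 6536 genes were changed. All changed genes, 100%, came out in the right direction, with a median absolute error of 0.05, and 95.3% of intervals held the true ratio. A list of 10 changed genes reached percentile 100, and of 200 lists of unchanged genes 4% lay above percentile 95, around a median percentile of 50.9. The simulation holds counting error alone and no variation between libraries.

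Alternatives changed the filter on nuclei, the removal of doublets, the integration, the clustering resolution (0.4 and 1.6), the scaling of counts, the mix of germline sub-clusters, the subtraction of free RNA, the expression minimum and the depth of nuclei. Free RNA was subtracted from the germline as a share of its UMIs, estimated from transcripts of somatic tissues. With the profile of the whole library this share was 48.3% in ctrl, 42.4% in *ent-1* KO, 41.2% in *ent-2* KO and 34.8% in *ent-1* KO*;ent-2* KD. With the profile of the largest ribosomal-rich cluster it was 24.3%, 25.5%, 23.6% and 24.8%. The subtraction took 346 of the 6538 genes to 0 UMIs in ctrl and *ent-1* KO*;ent-2* KD with the library profile and 145 with the cluster profile. A ratio of such genes holds only the 0.5 UMIs added, so genes with fewer than 50 UMIs left over both libraries, 408 and 214, gave no value. That minimum was added after the values without it had been seen, and it moved the germline median of the purine genes under the library profile from 0.40 to 0.54. Shares of the germline sub-clusters without a stage name were not compared, because their leading genes differ between the libraries. The SingleR annotation, the Slingshot pseudotime and the Gene Ontology enrichment of the paper were not repeated, because the reference, the stage labels and the annotation they need were not used here. The brood size, imaging, RT-qPCR and metabolomic measurements of the paper were not analysed here.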

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

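The tests on sperm-like nuclei and on the 5 most raised genes, and the naming of clusters without the ribosomal protein limit, were chosen only after the result was seen.

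The medians of the *de novo* purine genes had opposite signs in germline-like and intestine-like nuclei of *ent-1* KO*;ent-2* KD, with log2 ratios to ctrl of 0.30 and −0.17. The interval of the intestine median, −0.38 to 0.11, holds 0. By CPM 3 of the 6 genes were lower there and 3 higher, and by log2 ratio 4 were lower and 2 higher. The tallies differ by *ppat-1*, at −0.01, so the intestine genes show no clear direction as a set. The difference between the tissues was not tested, and with 1 library per condition it cannot be. The germline value rests on 2 genes of opposite sign, *pacs-1* and *adsl-1*. The intestine value depends on the ribosomal protein limit and was 0.44 without it, so that the difference in sign is absent under that alternative. Under the alternatives set before the data were examined it stayed below 0, down to −0.43 with nuclei thinned to 500 UMIs. Less free RNA from the germline in the *ent-1* KO*;ent-2* KD intestine is a candidate explanation for the lower median. Markers of the germline and transition zone, which the intestine should lack, had a median of −0.92 in intestine-like nuclei of *ent-1* KO*;ent-2* KD to ctrl, with 37 of 39 below 0, against −0.14 in *ent-1* KO and −0.01 in *ent-2* KO. However, 4 of the 6 *de novo* genes have a higher CPM in intestine-like than in germline-like nuclei of ctrl, so that germline RNA would hardly raise them. *pacs-1* and *adsl-1* are higher in the germline. For these genes free RNA from the germline cannot be told apart from a change in the intestine, because the share of free RNA in intestine-like nuclei was not estimated. A change of the *de novo* genes in the intestine of *ent-1* KO*;ent-2* KD worms stays open and untested.

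Sperm-like nuclei, which the paper does not discuss, made up 4.18% (3.83–4.56) of nuclei in *ent-1* KO*;ent-2* KD, against 0.804% (0.642–0.993) in ctrl, 1.70% (1.49–1.94) in *ent-1* KO and 1.47% (1.26–1.72) in *ent-2* KO. The loss of germline-like and embryo-like nuclei from the total raises every other class. Against muscle-like nuclei, a class that rose as well, there were 42.3 (38.0–47.04) sperm-like nuclei per 100 in *ent-1* KO*;ent-2* KD and 29.3 (22.7–37.4) in ctrl. The single knockouts, with little or no loss of germline-like nuclei, were at 58.03 (49.001–68.6) in *ent-1* KO and 43.3 (35.9–52.1) in *ent-2* KO, so *ent-1* KO*;ent-2* KD lies inside the range of the other 3 libraries. A gain of sperm-like nuclei therefore cannot be told apart from the smaller total, because the intervals cover counting error only and 1 library per condition gives no spread between cultures. A difference in the yield of sperm nuclei between sorts was not tested, and neither was a biological explanation such as sperm left unused by fewer oocytes.

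The 5 genes with the largest rise in germline-like nuclei of *ent-1* KO*;ent-2* KD lie outside those the paper discusses: *B0334.6* (log2 ratio 6.86), *dhs-26* (5.79), *C32H11.4* (5.70), *T22B7.7* (5.48) and *flp-1* (4.82). Free RNA from somatic nuclei is a candidate explanation for 4 of these 5 genes, whose CPM in *ent-1* KO*;ent-2* KD is higher in a somatic class than in germline-like nuclei. *dhs-26* was counted at 26.4 CPM in germline-like and 276 CPM in hypodermis-like nuclei, *C32H11.4* at 47.3 CPM and 146 CPM in intestine-like nuclei, *T22B7.7* at 79.4 CPM and 379.6 CPM in hypodermis-like nuclei, and *flp-1* at 156 CPM and 1672 CPM in neuron-like nuclei. *dhs-26* and *T22B7.7* were left with too few UMIs for a ratio under either subtraction of free RNA. For the 4 genes free RNA cannot be told apart from transcription in the germline, since 1 library gives no second estimate of its share. *B0334.6* differs, at 25.16 CPM in germline-like nuclei and at most 4.38 CPM in the other classes compared, which argues against somatic free RNA as its source. The *ent-1* KO*;ent-2* KD worms are of the *ent-1* knockout strain, as are those of *ent-1* KO, where germline-like nuclei held 0.483 CPM of *B0334.6*, 0.698 CPM of *dhs-26*, 3.71 CPM of *C32H11.4*, 2.26 CPM of *T22B7.7* and 64.3 CPM of *flp-1*. In neuron-like nuclei *flp-1* was higher in *ent-1* KO, at 7577 CPM, than in *ent-1* KO*;ent-2* KD. Genes were named only if they rose beyond the spread among ctrl and the single knockouts, which favours low values in *ent-1* KO. The comparison of germline-like values is therefore no separate test of the strain. An effect of the RNAi bacteria was not tested.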

How the results depend on the processing

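The settings without the ribosomal protein limit, with the largest ribosomal-rich cluster counted as germline, and with free RNA subtracted by the profile of that cluster were chosen only after the data were seen. No paired analysis was possible because each condition has 1 library and no pairing of worms across conditions is given. For values without a test, a move is counted when it exceeds the counting interval. Unless a cause is named, the cause was not tested.

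The germline-like share was lowest in *ent-1* KO*;ent-2* KD under every alternative run. The median of the 19 purine genes in germline-like nuclei stayed above 0 under every alternative, from 0.51 to 0.73 (0.40 before genes emptied by the subtraction of free RNA were dropped, a minimum set after that value was seen and in favour of the result), in hypodermis-like nuclei from 0.30 to 0.87 and in muscle-like nuclei from 0.21 to 0.33. Of the main results under the alternatives set before the data were examined, 174 values stayed within the counting interval, 72 moved beyond it with the same sign and 7 changed sign. Under the later alternatives these numbers were 24, 21 and 8. For single genes and smaller classes they were 341, 44 and 9 under the earlier alternatives and 102, 19 and 8 under the later ones. Keeping every barcode without a filter changed nothing, since the filter removes none, and says nothing about stability.

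Names without the ribosomal protein limit changed the intestine most. The median of the 19 purine genes there rose to 0.32, the *de novo* median reversed to 0.44 and the pyrimidine median to −0.19. The ratios of *ppat-1* (0.50), *atic-1* (0.37), *F15E6.6* (0.31), *T22D1.3* (−0.24), *hprt-1* (0.17), *pnp-1* (0.33), *ampd-1* (0.14) and *adss-1* (−0.096) in the intestine changed sign. The germline-like share in *ent-2* KO became 60.6%. The larger intestine class of that setting, 18.7% of nuclei in *ent-1* KO*;ent-2* KD, is its own construction.

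With the largest ribosomal-rich cluster counted as germline, the germline-like share was 69.6% in ctrl, 72.3% in *ent-1* KO, 65.8% in *ent-2* KO and 42.0% in *ent-1* KO*;ent-2* KD, by construction. The germline medians became 0.60 for *de novo*, 0.79 for salvage, 0.62 for translation, 0.51 for ATP synthase, 1.16 for defense, −0.24 for cell cycle, −0.19 for chromosome organization and −0.17 for mRNA processing genes. The 5th, 50th and 95th percentiles over all germline genes were −1.14, −0.062 (a change of sign) and 1.29.

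With free RNA subtracted by the library profile, the germline medians became 0.54 for the purine genes, within the counting interval but without *adah-1* and *ampd-1*, whose counts were all removed, and 0.11 for translation and 0.275 for ATP synthase genes. Those for cell cycle (0.023), chromosome organization (0.059) and mRNA processing (0.082) changed sign, and the percentiles were −1.17, 0.063 and 1.23. *clec-266* and *R11A5.3* gave no value. With the profile of the ribosomal-rich cluster, the medians were 0.44 for *de novo* and 0.275 for ATP synthase genes. Those for translation (−1.44), defense (−0.22, over 8 genes left of 28), cell cycle (0.0090), chromosome organization (0.071) and mRNA processing (0.11) changed sign, and the percentiles were −1.22, 0.097 and 1.22. That profile is rich in ribosomal protein transcripts by construction.

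Without integration, the germline-like share was 65.98% in ctrl, 55.3% in *ent-1* KO, 69.7% in *ent-2* KO and 7.65% in *ent-1* KO*;ent-2* KD, and the oocyte-like share 12.9%, 17.9%, 16.8% and 22.3%. The germline medians were 0.51 for the purine genes, 0.18 for *de novo* and 0.53 for salvage genes. At resolution 0.4 the germline-like share was 53.8%, 49.4%, 53.9% and 23.5% and the oocyte-like share in *ent-2* KO 22.4%. At resolution 1.6 the germline-like share was 53.6%, 49.6%, 54.1% and 23.0% and the oocyte-like share 12.41%, 15.9%, 15.9% and 12.7%. With doublets kept, the germline-like share was 67.2%, 64.3%, 65.96% and 29.5%, the oocyte-like share 23.0% in *ent-1* KO and 18.9% in *ent-2* KO, and the intestine medians of the purine genes (−0.032) and salvage genes (−0.016) changed sign. With at least 400 genes per nucleus, the germline-like share was 58.6% in *ent-1* KO and 60.5% in *ent-2* KO, and the oocyte-like share 17.5% in *ent-1* KO.

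With the mean over nuclei of counts per 10000 UMIs, the germline medians were 0.059 for pyrimidine, 0.30 for translation, −0.15 for cell cycle, −0.086 for chromosome organization and −0.074 for mRNA processing genes, with the 50th and 95th percentiles at 0.0049 and 1.13. In the intestine the purine median (−0.15), *F38B6.4* (−0.34), *xdh-1* (−0.17) and *F15E6.6* (0.15) changed sign. With scaling by the median of gene ratios, the medians were 0.19 for translation, −0.14 for cell cycle and −0.090 for chromosome organization genes in the germline, 0.14 for purine genes in the intestine and 0.87 in the hypodermis, with percentiles of −1.10, 0.00 (by construction) and 1.05. In the intestine *ppat-1* (0.12) and *F15E6.6* (0.10) changed sign. With the total taken without ribosomal, mitochondrial and the top 20 genes, *ppat-1* (0.026) and *F15E6.6* (0.0064) changed sign there. With sub-clusters reweighted to ctrl, the translation median was 0.29 and the percentiles were −1.12, 0.015 and 1.05.

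With nuclei thinned to 500 UMIs, the germline medians were 0.52 for the purine genes, 0.068 for *de novo*, 0.30 for translation, −0.20 for cell cycle and −0.089 for mRNA processing genes, with the 50th and 95th percentiles at 0.0081 and 1.16. In the intestine the *de novo* median was −0.43, and the purine median (−0.21), *F38B6.4* (−0.55) and *xdh-1* (−0.091) changed sign. With all genes of at least 10 UMIs, which adds genes with few counts, the medians were 0.73 for purine, 0.84 for *de novo* and 0.71 for pyrimidine genes in the germline and 0.58 for purine genes in the hypodermis, and the percentiles were −1.90, 0.22 and 2.27.

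Few counts limit the intestine. Its ctrl class held 387509 UMIs, and the interval of the log2 ratio contained 0 for 5 of the 6 *de novo* genes.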

Differences from the paper's values

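Counting the largest ribosomal-rich cluster as germline was chosen only after the values were seen. The germline share of nuclei in *ent-1* KO*;ent-2* KD is about 46% in the paper (Fig. 3B, read by eye) and 27.8% here. Of the alternatives set before the data were examined, none reaches within 1.5 times of the paper's value: the share was 28.5% with at least 400 genes, 29.5% with doublets kept, 7.65% without integration, 23.5% at resolution 0.4, 23.0% at resolution 1.6 and 27.8% without a filter. With the largest ribosomal-rich cluster counted as germline, the share was 42.0%, which comes within 1.5 times of the paper's value. That cluster scores highest for the intestine by its markers. Names without the ribosomal protein limit, also chosen after the values were seen, gave 27.9%. The paper's shares of about 73% in ctrl, about 77% in *ent-1* KO and about 72% in *ent-2* KO (Fig. 3B, read by eye) compare with 60.0%, 57.1% and 59.1% here, within 1.5 times of each other. The value for *ent-1* KO is beyond 1.5 times only at resolution 0.4 (49.4%) and 1.6 (49.6%). The paper's 56992 nuclei compare with 46662 here, and the barcodes analysed number 52147 before any filter. The paper reports, by RT-qPCR on whole worms, higher *ent-2* mRNA in *ent-1* KO and higher *ent-1* mRNA in *ent-2* KO. Over all nuclei here, the log2 ratios to ctrl were −0.11 (−0.28 to 0.06) and 0.02 (−0.05 to 0.10), with no such rise. Counts from nuclei and RT-qPCR of whole worms are unlike measures.

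The paper states that germline stem cells were more numerous in *ent-1* KO and fewer in *ent-2* KO. Here the share of thinned germline-like nuclei with a UMI of *sygl-1* or *lst-1* was 8.03% in ctrl, 8.85% in *ent-1* KO and 9.47% in *ent-2* KO. The rise in *ent-1* KO is in the direction of the paper, within overlapping intervals, and the value in *ent-2* KO is higher than in ctrl. Free RNA could make up part of the *ent-2* KO rise. Muscle-like nuclei gave 2.89% there and 2.07% in ctrl, although intestine-like nuclei went the other way. These genes do not mark stem cells alone, so the measures differ. The paper states that a larger part of the germ cells of *ent-1* KO*;ent-2* KD were stem cells or in the mitotic zone. Here that share was 7.42% (28.3% without thinning, against 22.7% in ctrl) and the stem cell pool genes fell from 259 to 200.2 CPM, while the mitotic zone markers rose from 3387 to 3948 CPM. These markers scored highest in the 4 oocyte-like sub-clusters, and the oocyte markers rose as well, from 8259 to 9974 CPM, so the rise does not count mitotic cells. It states that the transition zone did not change, and the transition zone markers here fell from 2643 to 2058 CPM. The meiosis markers fell from 3418 to 3263 CPM, in the direction of the paper. The stem cell pool, transition zone and meiosis lists fell in muscle-like, intestine-like and hypodermis-like nuclei as well. Less free RNA could therefore make up part of each of these falls.

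The paper states that purine genes showed no clear trend in the hypodermis or in muscle. Here 15 of 19 were higher in *ent-1* KO*;ent-2* KD in hypodermis-like nuclei, with a median log2 ratio of 0.42 at percentile 99.7, and 15 of 19 in muscle-like nuclei, with a median of 0.21 whose interval holds 0. In the intestine, the paper states that *de novo* genes tended to be lower. By CPM 3 of 6 were lower and 3 higher here. By log2 ratio 4 were lower and 2 higher, in the direction of the paper, with *ppat-1* at −0.01 among the lower ones. Only *atic-1* had an interval that excludes 0. Names without the ribosomal protein limit reversed the median of the 6 genes, from −0.17 to 0.44. The paper states that cell cycle, chromosome organization and mRNA processing terms were found among the genes lower in the *ent-1* KO*;ent-2* KD germline. The lists that stand for them here had medians of −0.10, −0.05 and −0.01, inside the range of random lists at percentiles 13.4, 23.9 and 41.5. The paper's test took nuclei as replicates, and no test was run here. The gene lists are also not the terms of the paper. A list median is a different measure from over-representation among lowered genes, and can lie near 0 while some members fall.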

Other observations

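The test with the largest ribosomal-rich cluster counted as germline and the tests on RNA like that of the ribosomal-rich nuclei, on ribosomal protein transcripts and on germline RNA in somatic classes were chosen only after the result was seen.

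The lower share of germline-like nuclei in *ent-1* KO*;ent-2* KD was held against 2 technical explanations. Shallow nuclei in one library would bring the shares together among deeper nuclei, but with at least 1000 UMIs the share was 31.4% (30.4–32.3) in *ent-1* KO*;ent-2* KD and 67.2%, 62.6% and 64.9% in ctrl, *ent-1* KO and *ent-2* KO. Germline nuclei lost to the largest ribosomal-rich cluster would restore the share when that cluster is counted as germline, but it was 42.0% against 69.6% in ctrl. A difference between sorts in the yield of germline nuclei was not tested, and the fewer germ cells that the condition *ent-1* KO*;ent-2* KD could bring stay open with it, since 1 library cannot part them. The near absence of embryo-like nuclei in *ent-1* KO*;ent-2* KD might come from integration that places them in other clusters, but without integration their share was 0.0596% in *ent-1* KO*;ent-2* KD and 3.82% in ctrl, which argues against it.

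The raised purine genes in germline-like nuclei of *ent-1* KO*;ent-2* KD may reflect a different mix of germline sub-clusters. With sub-clusters reweighted to ctrl the purine median was 0.58, outside the range of the single knockouts (−0.11 to −0.00). For the purine genes above the expression minimum, this argues against a different mix of these sub-clusters as the source. The sub-clusters are led by genes that differ between the libraries, so the groups may not match. A different mix within them cannot be told apart from a rise within the germline. More free RNA in these nuclei was weighed as well. Its estimated share of germline-like UMIs was 34.8% in *ent-1* KO*;ent-2* KD and 48.3% in ctrl with the library profile, a lower value, and 24.8% and 24.3% with the profile of the ribosomal-rich cluster. With the second subtraction the purine median was 0.58. After subtraction of the library profile the median was 0.54 over 8 genes, outside the same range, but *adah-1* and *ampd-1* lost all of their counts, the median was 0.40 with them kept, and both profiles are assumed, so that free RNA of another composition cannot be told apart from a rise in the germline. For RNA like that of the ribosomal-rich nuclei, 4 of the 9 raised purine genes above the expression minimum (*adsl-1*, *gmps-1*, *T22D1.3* and *adss-1*) had a lower CPM in those nuclei than in germline-like nuclei of *ent-1* KO*;ent-2* KD, which such RNA could not raise. For the other 5 it cannot be told apart, because their CPM is higher there.

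The translation list was above 0 in 5 of the 5 classes compared, with medians of 0.23 in germline-like, 0.27 in intestine-like, 0.73 in hypodermis-like, 0.75 in muscle-like and 0.78 in neuron-like nuclei of *ent-1* KO*;ent-2* KD to ctrl. This is consistent with more ribosomal protein RNA among the free RNA of the *ent-1* KO*;ent-2* KD library, and a rise in all of these tissues stays open. The cell cycle, chromosome organization and mRNA processing lists were lower in the somatic classes of *ent-1* KO*;ent-2* KD than in ctrl. Their medians were −1.52, −1.55 and −1.03 in hypodermis-like, −0.50, −0.58 and −0.56 in intestine-like, −0.61, −0.38 and −0.31 in muscle-like and −0.57, −0.42 and −0.27 in neuron-like nuclei. Less free RNA from the germline in somatic nuclei of *ent-1* KO*;ent-2* KD is a candidate explanation. Germline markers outside these lists fell in 4 of the 4 somatic classes, by medians of −1.90 in hypodermis-like, −0.93 in intestine-like, −0.93 in muscle-like and −0.81 in neuron-like nuclei. Most genes of the lists, with germline markers left out, had a higher CPM in germline-like nuclei of ctrl than in the class, with the lowest share, 103 of 109, in muscle-like nuclei. A lower level in the somatic tissues themselves stays open.

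The other *ent* genes were counted in germline-like nuclei as well. *ent-6* was at 119.3 CPM in ctrl, 118 CPM in *ent-1* KO, 125 CPM in *ent-2* KO and 77.9 CPM in *ent-1* KO*;ent-2* KD, a log2 ratio of −0.61 (−0.75 to −0.48) for the last. *ent-5* was at 20.0, 35.7, 27.6 and 20.0 CPM. *ent-3* rose from 5 UMIs in ctrl to 37 UMIs in *ent-1* KO*;ent-2* KD, and *ent-4* and *ent-7* stayed between 16 and 33 UMIs in each library. In germline-like nuclei *ent-1* was at 168.8, 20.5, 173 and 27.1 CPM and *ent-2* at 14.9, 16.7, 3.84 and 10.4 CPM. In intestine-like nuclei *ent-1* had 25, 9, 31 and 17 UMIs in the same order of libraries, or 64.5, 12.2, 69.9 and 9.61 CPM. There *ent-2* had 12, 27, 7 and 19 UMIs, or 31.0, 36.6, 15.8 and 10.7 CPM. These counts are too few to rank these libraries closely. In muscle-like nuclei *ent-2* was at 89.5, 113.2, 76.2 and 38.4 CPM, in hypodermis-like nuclei at 7.07, 11.4, 2.58 and 6.99 CPM, in neuron-like nuclei at 25.9, 21.3, 12.0 and 8.98 CPM and in ribosomal-rich nuclei at 31.5, 24.0, 4.29 and 39.5 CPM.

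The noncoding RNA gene *C05D9.12* was lower in *ent-1* KO*;ent-2* KD than in ctrl in all 5 classes compared, with log2 ratios of −5.38 in germline-like, −5.35 in intestine-like, −5.61 in hypodermis-like, −4.95 in muscle-like and −5.06 in neuron-like nuclei. Among genes above the expression minimum with at least 1 UMI in each library, the highest ratios in intestine-like nuclei were those of *dhs-26* (4.94), *ugt-41* (4.61, 3.86 to 5.62) and the pseudogene *F45D11.1* (4.41, from 1 to 145 UMIs), and the lowest those of *C05D9.12*, *Y37D8A.19* (−3.39) and *cpg-3* (−2.85). *T22B7.7*, with 0 UMIs in ctrl and 445 in *ent-1* KO*;ent-2* KD, lies outside this ranking. Free RNA from other tissues was not separated out for these genes. In *ent-1* KO*;ent-2* KD, *dhs-26* was at 198 CPM in intestine-like and 276 CPM in hypodermis-like nuclei, and *ugt-41* at 787 and 1939 CPM. In ctrl, *C05D9.12* was at 841 CPM in intestine-like and 2070 CPM in germline-like nuclei, and *cpg-3* at 181 and 428 CPM. *Y37D8A.19* went the other way, at 108 and 48.2 CPM. *F45D11.1* was already higher in the single knockouts, at 3.32 (28 UMIs) in *ent-1* KO and 3.26 (16 UMIs) in *ent-2* KO. All of its ratios rest on 1 UMI in ctrl. In neuron-like nuclei the purine median of *ent-1* KO*;ent-2* KD to ctrl was 0.27, at percentile 99.1, with 13 of 19 genes higher. No biological explanation was tested for these values.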
